# Mapping Determinants of Gene Expression Plasticity by Genetical Genomics in *C. elegans*

**DOI:** 10.1371/journal.pgen.0020222

**Published:** 2006-12-29

**Authors:** Yang Li, Olga Alda Álvarez, Evert W Gutteling, Marcel Tijsterman, Jingyuan Fu, Joost A. G Riksen, Esther Hazendonk, Pjotr Prins, Ronald H. A Plasterk, Ritsert C Jansen, Rainer Breitling, Jan E Kammenga

## Abstract

Recent genetical genomics studies have provided intimate views on gene regulatory networks. Gene expression variations between genetically different individuals have been mapped to the causal regulatory regions, termed expression quantitative trait loci. Whether the environment-induced plastic response of gene expression also shows heritable difference has not yet been studied. Here we show that differential expression induced by temperatures of 16 °C and 24 °C has a strong genetic component in Caenorhabditis elegans recombinant inbred strains derived from a cross between strains CB4856 (Hawaii) and N2 (Bristol). No less than 59% of 308 *trans*-acting genes showed a significant eQTL-by-environment interaction, here termed plasticity quantitative trait loci. In contrast, only 8% of an estimated 188 *cis*-acting genes showed such interaction. This indicates that heritable differences in plastic responses of gene expression are largely regulated in *trans*. This regulation is spread over many different regulators. However, for one group of *trans*-genes we found prominent evidence for a common master regulator: a transband of 66 coregulated genes appeared at 24 °C. Our results suggest widespread genetic variation of differential expression responses to environmental impacts and demonstrate the potential of genetical genomics for mapping the molecular determinants of phenotypic plasticity.

## Synopsis

It is widely documented that environmental changes will induce differential expression of genes, yet it is unknown how these patterns of environment-induced expression plasticity are inherited and how they differ between genetically divergent individuals of a biological species. In this paper the authors used recombinant inbred lines of the nematode worm C. elegans that were derived from parental lines originally collected in Bristol (United Kingdom) and Hawaii, and measured genome-wide gene expression at two different temperatures. Using statistical analysis tools developed for quantitative trait locus mapping, they found genes with genetically determined differences in their plastic response to temperature changes. A majority of them were found to be regulated by genes at a different genome position (regulated in *trans*). A striking observation was a group of 66 genes that share a common potential regulator and may be related to differences in fertility plasticity. These results show that differential responses of different genotypes to environmental changes are widespread. Because all species are subjected to environmental change, both at individual and evolutionary time scales, the authors' work calls for studying the heritable component of plasticity of gene regulation in other organisms to enhance understanding of the environmental forces that drive evolutionary adaptation.

## Introduction

Expression quantitative trait loci (eQTLs) are polymorphic genetic loci that cause heritable differences in mRNA concentration. eQTLs have been used in recent genetical genomics studies [1] to infer the structure of genome-wide gene regulatory networks [2–4]. The definition of eQTLs in these studies is essentially static and does not consider the highly dynamic nature of gene expression. However, mRNA levels respond rapidly to variable ambient conditions such as temperature change. This has been shown for yeast [5], bacteria [6], and C. elegans [7] after exposure to heat shock.

In contrast to these short-term exposures to extreme temperatures, populations under natural conditions are often exposed to longer periods of less extreme temperature changes. The ability to respond to these temperature changes (so-called phenotypic plasticity) differs among genotypes. Phenotypic plasticity to temperature plays an important role in the evolution of life histories in a variable climate [8] and is widespread among species. Typical examples are temperature-induced sex determination in reptiles [9] and seasonal polyphenism in butterflies [10]. The detection of temperature-specific proteins was reported by Madi et al. [11], who analyzed proteome temperature plasticity in wild-type C. elegans.

Insight into the genetic control of plasticity is a key issue for understanding evolutionary trajectories. Recently, we detected specific QTLs underlying plasticity to temperature in C. elegans life-history traits such as growth and fertility [12].

In this paper we focus on the plasticity of gene expression in C. elegans juveniles that have been exposed for their entire life to (different) constant temperatures. We used a genetical genomics approach for detecting loci controlling such gene expression plasticity (plasticity quantitative trait loci [pQTL]). It has been shown that intraspecific evolution of variations in gene expression is to a large extent dominated by intense stabilizing selection [13]. This implies that any beneficial mutation affecting gene expression levels should show its favorable effects selectively in certain environments without disrupting the existing adaptation to other conditions. This is much more likely the case for pQTLs than for nonplastic eQTLs. The “genotype-by-environment” interaction characterizing a pQTL is the prerequisite for adaptive evolution in a fluctuating environment [14]. In fact, it has been shown that more than half of the regulatory connections in a gene expression network are unique for specific conditions such as cell cycle, sporulation, DNA damage, and stress response [15]. Recently, genotype-by-environment interaction was found for genome-wide gene expression among yeast strains [16].

## Results/Discussion

We used a set of 80 recombinant inbred (RI) strains generated from a cross of N2 (Bristol) and CB4856 (Hawaii), representing two genetic and ecological extremes of C. elegans [17,18]. Their genetic distance amounts to about one polymorphism per 873 base pairs [19]. Both strains have contrasting behavioral phenotypes (solitary versus gregarious) [18] and differ strikingly in their response to a temperature change [12]. We have exposed the RI strains to 16 °C and 24 °C, temperatures that are known to strongly affect phenotypic characteristics such as body size, lifespan, and reproduction [12]. Gene expression patterns were assessed by oligonucleotide microarray hybridization (Genisphere) using a distant pair design, which pairs the RI strains with the largest genetic difference on the same array, to maximize the amount of useful signal for the QTL mapping [20]. 

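Worms of the recombinant inbred strains were raised to the L3 larval stage, for 72 h at 16 °C and for 40 h at 24 °C. The RNA of 2 strains was hybridised against each other on each array, on 40 arrays per temperature. Each array gave 1 log ratio between its 2 strains for each of 23232 probes, and no value was missing. Of the probes, 17447 carry the name of 1 gene (16386 genes in all) and 5785 carry none. Through their gene identifiers 17358 probes were found in the annotation of assembly WBcel235, which was used only for names and for which genes lie near each other. The labels name 78 different strains on the 16 °C arrays and 77 on the 24 °C arrays, because WN80 and WN38 stand on 2 arrays each at both temperatures and WN65 stands on 2 at 24 °C. The same 2 strains on the same dyes were labelled at both temperatures for 39 pairs, and these 78 arrays were compared pair by pair. The authors normalized the deposited ratios. Their median absolute value was 0.59 in every 16 °C array and 0.66 in every 24 °C array, the value that scaling between the arrays of 1 temperature leaves, and their SD ran from 1.04 to 1.48 at 16 °C and from 1.16 to 1.65 at 24 °C. The ratios were read as log2 because the submitters' processing notes name limma. The paper's text names neither the base of the log nor the dye in the numerator, so that no value here points to the N2 or the CB4856 allele. A ratio of 2 strains at 1 temperature also holds no mean level, and no difference in expression level between the temperatures was computed. The genotypes of the strains could be read only in part, and the alleles in the region of chromosome V whose candidate genes are listed in Table S4 were followed by a cis score instead. This is the first principal component of the ratios of the 43 genes that Table S4 lists with a cis-QTL there (52 probes). The score explained 40.6% of their variance at 16 °C and 48.8% at 24 °C, and the scores of the 2 temperatures correlated across the pairs with r = 0.890. A ratio at 1 temperature was always compared with the score of the other temperature, so that noise of an array could not relate the probe to the score. Over the probes with repeatable ratios, found each time without the array in question, 32 of the 39 arrays at 16 °C resembled the 24 °C array of their own pair more than any other of the 40 arrays, a choice of probes made after the result over all probes was seen, where 12 did. The median r of a pair, taken across probes, which are not independent replicates, was 0.590 over the repeatable probes and 0.0791 over all probes. The pair WN3/WN22 stood apart with an r of -0.601 over the repeatable probes, so that these ratios tended to opposite signs at the 2 temperatures. Over all probes its r was -0.113. The arrays WN58/WN38 and WN38/WN47 carry WN38 on opposite dyes. Over the repeatable probes they had the most negative r of all 780 combinations of arrays at each temperature, -0.685 at 16 °C and -0.681 at 24 °C. Over all probes their r was -0.104 (rank 63) at 16 °C and -0.277 (rank 4) at 24 °C. The arrays that share WN80 had rank 4 at 16 °C and 5 at 24 °C over the repeatable probes, and those that share WN65 rank 7 at 24 °C. The number of arrays limits the precision.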

The genetic architecture of the 80 RI strains and the description of a dense single nucleotide polymorphism (SNP) map can be found in Protocol S1 and Tables S1–S3.

### Genome-Wide Detection of Expression and Plasticity QTLs

Schematic examples of eQTL, temperature, and eQTL-by-temperature interaction (pQTL) effects are shown in Figure 1A–1C, respectively. We used a two-step procedure to detect pQTLs. First, we applied a separate eQTL analysis for the expression data at either temperature (see Materials and Methods). With a genome-wide significance threshold of 4.25 (corresponding to an effective *p*-value of 0.001; throughout the paper, thresholds are in units of −log_10_ *p*) there are 186 transcripts with significant eQTL effects at 16 °C and 279 at 24 °C, respectively (42 of these are common for both temperatures), suggesting eQTLs vary significantly between environmental conditions. 

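Many of the strain differences that repeated from 16 °C to 24 °C lay outside any of the tested gene lists, but genes of the ubiquitin ligase adaptor families were among them more often than expected. The highest correlations between the temperatures among named genes were those of pud-2.2 and pud-2.1 on chromosome V, whose ratios had an SD over the 39 pairs of 5.62 and 5.66 at 16 °C and of 5.56 and 5.41 at 24 °C. The F-box genes gave 18 repeatable probes of 368, where 4.41 were expected (Fisher's exact test, adjusted p over 20 lists = 4.9e-06, 32 when adjusted over the list alone). Genes with MATH or BTB domains gave 14 of 126, where 1.51 were expected (adjusted p = 6.9e-09 from the same test, 23 when adjusted over the list alone). The chemoreceptor genes gave only 3 of 1264, where 15.1 were expected (adjusted p = 0.0015, 1 when adjusted over the list alone). Fisher's exact test takes the probes as independent, although some are further probes of the same gene, as for math-40 and fbxa-64. Most of the repeatable MATH and BTB probes also lie on chromosome II, where they may share the alleles of a region. The adjusted p of these lists may therefore be too small.
In all, 242 of 23232 probes had a positive correlation between the 16 °C and the 24 °C ratio across the 39 pairs, and 6 had a negative one, at an adjusted p under 0.05. By chromosome they were 79 of 4497 probes on V, 54 of 3063 on II, 28 of 2471 on I, 18 of 2221 on III, 18 of 2805 on IV and 11 of 2301 on X. With the first 2 principal components removed, 134 probes had a positive correlation past the threshold. For pud-2.2 r was 0.889 and rho 0.803 (permutation p = 1.0e-05 for each, the smallest that 100000 resamples give, adjusted p of r over all probes = 9.4e-10), and r was 0.884 without the 2 pairs farthest from the median at 16 °C. For btb-14 on chromosome II r was 0.860 and rho 0.852 (permutation p = 1.0e-05 for each, adjusted p = 1.3e-08), and r was 0.849 without the 2 farthest pairs. For fbxa-156 r was 0.726 and rho 0.687 (permutation p = 1.0e-05 for each, adjusted p = 0.00012), and r was 0.660 without the 2 farthest pairs. The 6 probes with a negative correlation were those of srw-141, C01G10.7, nuo-1, sec-16A.1 and C18B2.2 and 1 without a gene name, named here after their values were seen. A ratio that repeats can stem from the transcript level or from a sequence difference under the probe, which a ratio cannot tell apart.
Other probes had a different spread between strains at the 2 temperatures. The ratio of amph-1, which encodes an amphiphysin, had an SD of 0.35 at 16 °C and 1.99 at 24 °C (Pitman-Morgan test, adjusted p = 9.9e-15), and that of repo-1 an SD of 0.54 and 2.11 (adjusted p = 8.5e-10). The ratio of ina-1, an integrin gene, had an SD of 1.91 at 16 °C and 0.46 at 24 °C (adjusted p = 3.3e-10), and that of the zinc transporter gene cdf-2 an SD of 2.73 and 0.73 (adjusted p = 3.6e-09, but 0.99 with ranks). By this test 1421 probes spread more at 24 °C and 698 more at 16 °C. Random swaps of the temperatures within strain pairs called up to 1364 probes, so that many single calls may not reflect a difference. With ranks the counts were 316 at 24 °C and 59 at 16 °C. The balance turned with the scale. Once the ratios of each temperature were divided by the median SD of its probes, the counts were 850 and 932. They were 605 and 1339 once every array was centred and scaled. From the small overlap of its eQTLs between the temperatures, the paper proposes that eQTLs vary between environmental conditions.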

To detect how much of this difference is due to pQTLs (plasticity regulators), we used the eQTL positions from the separate analyses. We postulated that interaction must happen at positions with eQTL effects and focused on these positions in a joint statistical analysis of data from both temperatures, thereby increasing the power of the method (see Materials and Methods for details). Differential expression for a given gene can result from *cis*-regulation due to variation in the region of the gene itself or from *trans*-regulation by other genes. The criterion used in our analysis is that the putative *cis*-acting QTL peak is within 2 Mb of the transcript. It is worthwhile to notice that the *cis*-QTLs could actually be *trans*-QTLs, due to the limited resolution of the mapping. We found 308 transcripts showing significant *trans*-acting eQTL effects (effective *p* < 0.001) and 182 of these (59%) showed a significant pQTL effect (eQTL-by-temperature interaction) (Figure 2). This indicates that a large part of the observed gene expression dynamics differs consistently between the two parental alleles at plasticity-controlling loci.

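Over all 39 strain pairs a single stretch of chromosome V was related to many transcripts elsewhere in the genome, at 24 °C and not at 16 °C, but it did not stand apart without the 5 pairs of recurring strains. It is a window of 2 Mb that holds 4 of the cis-QTL probes of Table S4 among its 5 repeatable probes. Its local score was related to 184 of 14887 distant probes at 24 °C and to 0 at 16 °C. The next tested window of the chromosome, with 10 of the cis-QTL probes, was related to 6 distant probes at 24 °C and 0 at 16 °C. None of the 12 windows elsewhere was related to more than 6 distant probes at 24 °C or more than 11 at 16 °C, the latter in a window of chromosome I. The windows of chromosome II with 12 and 21 repeatable probes were related to 0 distant probes at either temperature.
The scan took the 14 windows that hold at least 5 repeatable probes. A local score is the first principal component of the ratios of these probes at 1 temperature, and each was tested against the ratios at the other temperature of all probes on other chromosomes or more than 5 Mb away, at an adjusted p under 0.05 within the window. With windows of 1 Mb, the highest count for a window with cis-QTL genes of Table S4 was 44 at 24 °C. Loci without repeatable probes nearby could not be seen in this way. The scan takes the pairs as independent. Without those of recurring strains, a setting added after the result was seen, a window with cis-QTL genes of Table S4 reached at most 11 distant probes at 24 °C and another window 13. With the first 2 principal components removed no window with such genes held enough repeatable probes.

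**Figure D1:**
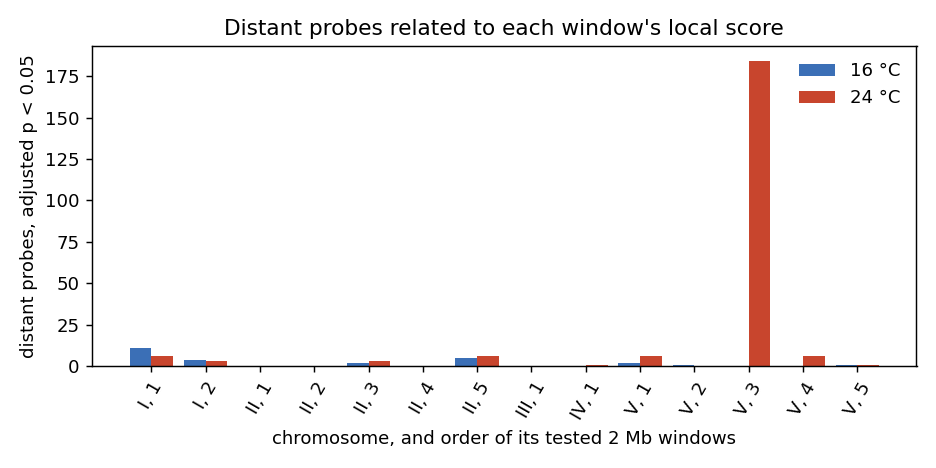
Number of distant probes related to the local score of each tested window (y axis) by chromosome and order of the window along it (x axis), for the ratios at 16 °C (blue) and at 24 °C (red). The third tested window of chromosome V reaches 184 at 24 °C, and no other bar exceeds 11, over all 39 pairs.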

**Figure 1:**
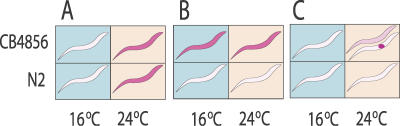
Illustration of Temperature, eQTL, and pQTL (eQTL-by-Temperature Interaction) Effects Genotype (N2 and CB4856) and temperature (16 °C and 24 °C) are two factors that might induce differential expression for transcripts. The colors of the animals correspond to the different gene expression levels. (A) Transcript with differential expression induced by temperature. The transcript is overexpressed at 24 °C independent of the genotype. (B) Transcript with strong eQTL effect. At both temperatures, worms with N2 genotype at a locus of interest show higher expression. (C) Transcript with pQTL effect. At 16 °C, transcripts show low expression in both genotypes. At 24 °C, only one allele (e.g., CB4856, as shown here) shows a strong induction of gene expression. If this upregulation is restricted to a specific tissue (the lower worm), it will be diluted in the total body when average of expression is measured (the upper worm). Other possible pQTL patterns can easily be conceived based on this example.

**Figure 2:**
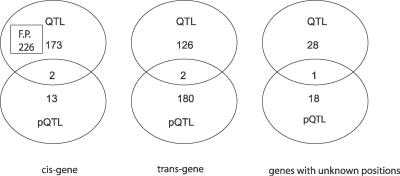
Venn Diagram Result of Joint Analysis The figures indicate the number of transcripts detected with significant *cis-* and *trans*-eQTL or pQTL effect (*p* < 0.001 with FDR of 0.04 after multiple testing correction) in a full ANOVA model (see Materials and Methods for details). In the first Venn diagram, F.P refers to the number of estimated potential false positive eQTLs.

That the temperature shift indeed leads to a drastic change in the gene regulation network is confirmed by the major differential gene expression observed between the two temperatures (Figure 3A). The amount of genes with a significant eQTL is relatively small (Figure 3B), while significant pQTLs are even less common, despite their relatively large effect size (Figure 3C). This justifies our use of the powerful two-stage statistical analysis outlined above.

**Figure 3:**
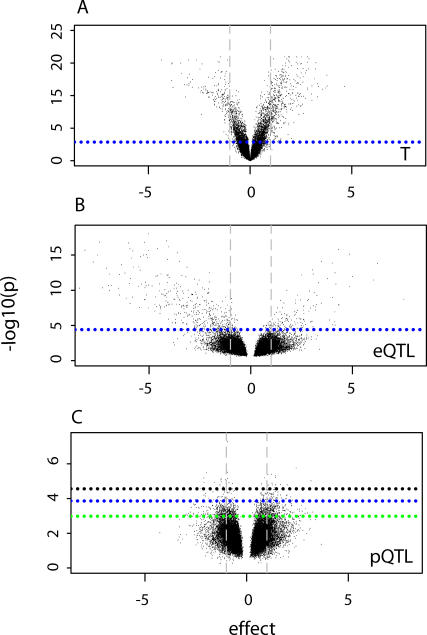
Volcano Plots for Temperature, eQTL, and pQTL Effect The temperature (T) (A), eQTL (B), and pQTL (C) effects for all genes are plotted on the *x*-axes. (A) Temperature effect −log_10_ *p*-values from intensity-based analysis are plotted on the *y*-axis. (B and C) eQTL and pQTL −log_10_ *p*-values from full model are plotted on the *y*-axes. Vertical dashed lines correspond to 2-fold change in expression. The dotted lines indicate the significance thresholds: (A) FDR 0.01; (B) *p* = 0.001 for single and two-locus search; (C) *p* = 0.001 for genomewide (black), single-locus (green), and two-locus (blue) search.

### Test for Genetic Assimilation

The parental lines of our RI strains originated from two very different thermal environments, and even though they have been maintained for many generations in controlled laboratory conditions, their highly divergent genomes are still expected to reflect the original allelic differences to a large extent. This gives us a unique opportunity to test our data for evidence of the controversial concept of “genetic assimilation,” whereby originally plastic traits become genetically fixed in a novel environment, e.g., because the original selective pressure favoring plasticity is no longer experienced [21]. In our case, we predict that genetic assimilation would be observed for temperature-related traits in the Hawaiian strain: genes that show strong differential expression in the highly seasonal conditions in Bristol lost this behavior in the more constant tropical oceanic climate of Hawaii. This behavior would be reflected in the alleles in our RI strains. However, we find no evidence that genetic assimilation plays a role in the observed expression patterns. Out of 182 genes with pQTL, equal numbers of genes show strong differential expression when the plasticity-controlling *trans* locus carries the Hawaiian allele as when it carries the Bristol allele, and the most extreme differential expression is seen for control by the Hawaiian allele (*p* = 0.002, one-sided *t*-test), exactly the opposite of the predicted pattern. This result may be due to a lack of adaptation of Hawaiian worm strains to their specific environment, possibly due to recent population dispersal.

### Functional Assessment of Temperature-Specific Coregulated Genes

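At 24 °C, the ratios of the neuropeptide gene flp-9 and of the genes for the G-protein coupled receptors C24B5.1 (sphr-1) and K10C8.2 (frpr-15) ran opposite to the cis score of the Table S4 region on chromosome V, and at 16 °C they did not. The study picked these genes on the same arrays for a QTL in this region, mostly seen at 24 °C, so that their values restate that choice and are not independent evidence. Many other transcripts from all chromosomes followed the score at 24 °C. They include the synaptotagmin gene snt-4, which ran against the score, and the sperm gene spe-11 and the genes msrp-4 and msrp-3, which ran with it. The test covered 20833 probes that lie outside Table S4 and are not known to lie on chromosome V within 5 Mb of its genes. Of these, 388 were related to the score at 24 °C at an adjusted p under 0.05, 186 against it and 202 with it, and 0 were at 16 °C. The count at 24 °C was 0 without the 5 pairs whose strain stands on a further array and 0 with the first 2 principal components removed. At an unadjusted p under 0.05 there were 3789 at 24 °C and 898 at 16 °C, where independent probes would give 1042 by chance. Random pairings of the score with the arrays, which keep the covariation of the probes, gave at most 2553 at 24 °C and 1665 at 16 °C. Of the 388 probes at 24 °C, 328 had a known position. On chromosomes I, II, III, IV, V and X, these numbered 71, 69, 42, 69, 39 and 38.
For C24B5.1, r at 24 °C was -0.649 and rho -0.650 over 39 strain pairs (permutation p = 2.0e-05 and 3.0e-05, adjusted p over 10 relations = 1.0e-04), and r was -0.598 without the 2 pairs farthest from the median score. At 16 °C its r was 0.130 and rho 0.139 (permutation p = 0.43 and 0.40), and the difference in r between the temperatures was -0.779 (permutation p = 2.0e-05 from swapping the temperatures within pairs). For flp-9, r at 24 °C was -0.569 and rho -0.625 (permutation p = 1.0e-04 and 4.0e-05, adjusted p = 9.0e-04), with r = -0.569 without the 2 farthest pairs. At 16 °C its r was 0.173 and rho 0.190 (permutation p = 0.29 and 0.25), with a difference of -0.742 (permutation p = 9.0e-05). K10C8.2 lies on chromosome V and was not among the distant probes tested, so that its relation to the score need not be a distant one. C24B5.1 lies on chromosome V too, more than 5 Mb from the Table S4 genes, and linkage to them along the chromosome was not excluded. For K10C8.2, r at 24 °C was -0.435 and rho -0.483 (permutation p = 0.0052 and 0.0018, adjusted p = 0.019), with r = -0.472 without the 2 farthest pairs. At 16 °C its r was 0.284 and rho 0.348 (permutation p = 0.082 and 0.030), with a difference of -0.718 (permutation p = 1.5e-04). The receptor genes C17H11.1 and C48C5.1 (nmur-1) had an r of -0.383 and -0.382 and a rho of -0.419 and -0.298 at 24 °C (permutation p of r = 0.016 for each, of rho 0.0083 and 0.065, adjusted p = 0.034 for each). Without the 2 farthest pairs their r was -0.323 and -0.272 (p = 0.051 and 0.10), so that neither was past 0.05, although that of C17H11.1 was little smaller. Their difference in r between the temperatures was -0.170 and -0.168 (permutation p = 0.47 and 0.36). For snt-4, r at 24 °C was -0.695 and rho -0.703 (permutation p = 1.0e-05 for each, adjusted p over all tested probes = 0.0096), with r = -0.674 without the 2 farthest pairs, and the difference between the temperatures was -0.625 (permutation p = 9.3e-04). For spe-11, r was 0.664 and rho 0.600 (permutation p = 1.0e-05 and 1.0e-04, adjusted p = 0.011), with r = 0.571 without the 2 farthest pairs and a difference of 0.556 (permutation p = 0.0060). Without the pairs of recurring strains, flp-9 and C24B5.1 alone of the 5 named genes passed the test at 24 °C, while the r of K10C8.2, C17H11.1 and C48C5.1 was -0.372, -0.309 and -0.325 over the 34 pairs left (adjusted p = 0.10, 0.11 and 0.11). With the 2 components removed 0 of the 5 passed, with an r of 0.0464 for C17H11.1 and 0.0728 for K10C8.2.

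**Figure D2:**
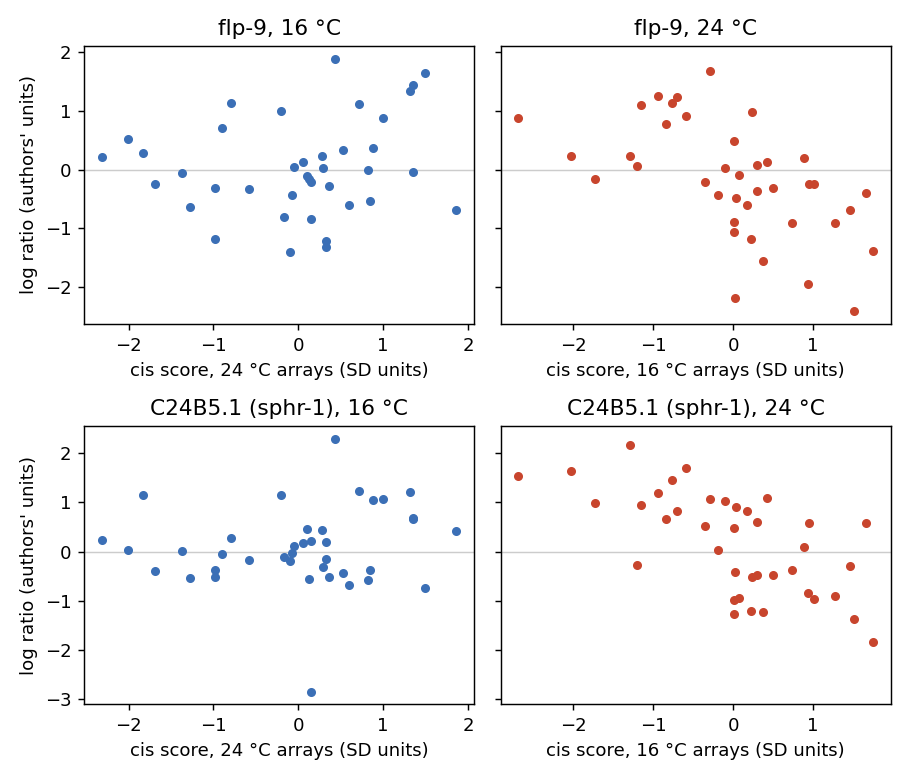
Log ratio of flp-9 (upper row) and C24B5.1 (lower row) on the y axis against the cis score of the same strain pairs from the arrays of the other temperature on the x axis, at 16 °C (left, blue) and at 24 °C (right, red). Each point is 1 of 39 strain pairs, and the points fall from left to right at 24 °C alone, with r of -0.569 for flp-9 and -0.649 for C24B5.1.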

The most prominent case of pQTL in our dataset is found for a group of 66 genes that map to the same genomic region (Figure 4A) and in 63 out of 66 cases have a strong eQTL only at 24 °C (Figure 4B). Of these genes, 41 have a stronger differential expression for the Hawaii allele (*p* = 0.05, one-sided Wilcoxon test) (Figure 4C). Such a temperature-specific “transband” (TB) seems extremely unlikely, both statistically (*p* << 0.001, hypergeometric test) and biologically, because it has been demonstrated recently that natural selection leads to the elimination of mutations in loci that affect many downstream gene expression levels [13]. To test that the TB is not an artifact, we applied a permutation test (Materials and Methods). The results show that the TB does have a strong and significant genetic component (*p* << 0.0001). In addition to three miRNA genes in this region *(cel-mir-48, cel-mir-241,* and *cel-mir-257),* potential plasticity regulators for the transband genes are listed in Table S4. 

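Taken as a set, the transband genes flp-9, C17H11.1, C48C5.1, C24B5.1 and K10C8.2 varied together across strain pairs at 24 °C and less so at 16 °C. The study's choice of them on these arrays favours such a difference, so that it is not independent evidence. Over their 10 combinations the mean absolute r was 0.450 at 24 °C and 0.167 at 16 °C. C48C5.1 was not shown to vary with any of the others at 24 °C. Its r was 0.259 with flp-9, 0.242 with C17H11.1, 0.183 with C24B5.1 and 0.270 with K10C8.2 (permutation test, adjusted p over 20 relations = 0.22, 0.25, 0.37 and 0.21). C17H11.1 and C24B5.1 had an r of 0.679 and a rho of 0.635 at 24 °C (permutation p = 1.0e-05 and 3.0e-05, adjusted p over 20 relations = 5.0e-05) and an r of 0.665 without the 2 pairs farthest from the median, against an r of 0.0381 and a rho of 0.0613 at 16 °C (permutation p = 0.82 and 0.71). In contrast, flp-9 and C24B5.1 had an r of 0.695 and a rho of 0.713 at 24 °C (permutation p = 1.0e-05 for each, 0.685 without the 2 farthest pairs) and still an r of 0.555 and a rho of 0.530 at 16 °C (permutation p = 2.9e-04 and 8.7e-04, adjusted p = 0.0012, 0.576 without the 2 farthest pairs). Shuffling the arrays within each gene gave a mean absolute r as large with p = 1.0e-05 at 24 °C and p = 0.11 at 16 °C (permutation test), and swapping the temperatures within pairs gave a difference as large as 0.283 with p = 9.7e-04. With the first 2 principal components removed the difference was 0.0663 (p = 0.34). In 99 random pairings of the cis score with the 24 °C arrays, the number of related distant probes was at most 6. In 99 random swaps of the temperatures within strain pairs, the difference between the distant counts was at most 124. The distant count at 24 °C depended on single pairs, of which 13 moved it by more than 1.5 times, with 5 probes left without WN9/WN62 and 1209 without WN19/WN55. Without the 5 pairs of recurring strains 0 probes passed the adjusted threshold, while 2712 had an unadjusted p under 0.05, against at most 1660 in 99 random pairings.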

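Of the genes that Table S4 lists with a cis-QTL at the transband, all 43 had a positive correlation between their strain ratios at 16 °C and 24 °C, down to 0.136, and 13 passed the test for repeatable probes. Their median r between the 16 °C and the 24 °C ratio was 0.421, against 0.0292 for 725 listed genes without a QTL (difference 0.392, permutation test over gene labels, two-sided, p = 1.0e-05). The study chose the 43 genes on these arrays, so that this is not independent evidence. The genes nspa-8, gst-22, which encodes a glutathione S-transferase, and pptr-1, a gene for a regulatory subunit of protein phosphatase 2A, were among the 5 with the highest r. For nspa-8 r was 0.855 and rho 0.792 (permutation p = 1.0e-05 for each, adjusted p over all probes = 2.0e-08), with r = 0.840 without the 2 farthest pairs, and for gst-22 r was 0.748 and rho 0.800 (permutation p = 1.0e-05 for each, adjusted p = 4.4e-05), with r = 0.765 without them. The nuclear hormone receptor gene nhr-116 had an r of 0.587 and a rho of 0.694 (permutation p = 5.0e-05 and 1.0e-05, adjusted p = 0.012, r = 0.577 without the 2 farthest pairs). Its relative nhr-54 had an r of 0.346 and a rho of 0.358 (permutation p = 0.029 and 0.026), which did not pass over all probes (adjusted p = 0.55).
The gene Y75B12B.3, listed with an interaction effect, and T09F5.10, listed with a cis-QTL and an interaction, followed the cis score at 24 °C more than at 16 °C, which restates the interaction they were listed for on the same arrays. For Y75B12B.3 r with the score was -0.383 and rho -0.409 at 24 °C (permutation p = 0.016 and 0.010, r = -0.369 without the 2 farthest pairs) and 0.163 and 0.204 at 16 °C (permutation p = 0.32 and 0.21). The difference in r was -0.546 (permutation p = 0.0016, adjusted p over the 14 probes of genes the paper names = 0.0030). The 3 probes of T09F5.10 had an r of 0.754, 0.764 and 0.702 at 24 °C and of 0.229, 0.247 and 0.156 at 16 °C. Their rho was 0.725, 0.758 and 0.732 at 24 °C (permutation p = 1.0e-05 for each r and rho, with r = 0.694, 0.680 and 0.603 without the 2 farthest pairs) and 0.190, 0.297 and 0.304 at 16 °C (permutation p of r = 0.16, 0.13 and 0.34, of rho 0.25, 0.067 and 0.062). The differences in r were 0.525, 0.517 and 0.545 (permutation p = 0.0019, 0.0029 and 3.6e-04, adjusted p = 0.0030, 0.0040 and 0.0013). For nhr-54 and nhr-116 the differences were -0.175 and -0.0423 (permutation p = 0.14 and 0.67). Of the 819 listed genes, 770 were found among the probes by name.

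**Figure D3:**
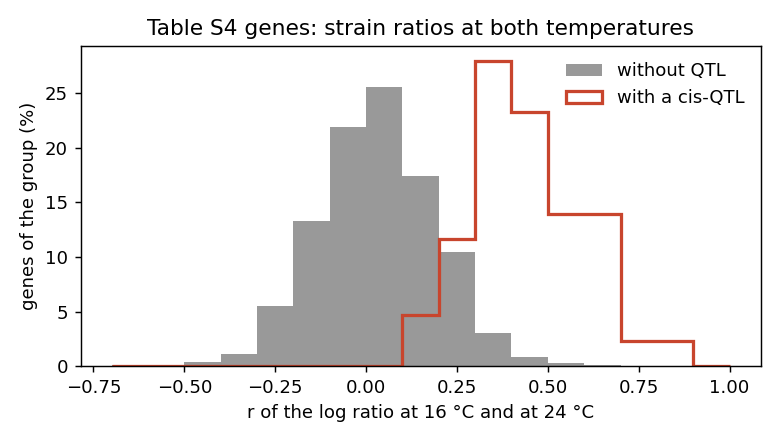
Share of genes (y axis, percent of each group) by the correlation across strain pairs of their log ratio at 16 °C and at 24 °C (x axis), for Table S4 genes with a cis-QTL at the transband (red line) and without QTL (grey). The 43 genes with a cis-QTL lie between 0.136 and 0.855 and the others centre on 0.0292.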

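Part of the shared variation of flp-9, C17H11.1, C48C5.1, C24B5.1 and K10C8.2 at 24 °C remained after the cis score was taken out. Their mean absolute correlation was 0.320 given the score, and each of the 10 combinations had a smaller size given the score than without it. C17H11.1 and C24B5.1 kept the highest partial r, 0.612, followed by flp-9 with C24B5.1 at 0.521 and flp-9 with K10C8.2 at 0.513. C48C5.1 was the gene least tied to the others, with partial r values of 0.0544 with flp-9, 0.112 with C17H11.1, -0.0928 with C24B5.1 and 0.125 with K10C8.2. The partial correlations were of the first order, with the score of the 16 °C arrays in the place of the marker genotype. Shuffling the arrays within each gene 10000 times gave no mean absolute value as large (permutation p = 1.0e-04, the smallest it can give). With the first 2 principal components removed the mean was 0.193 (permutation p = 0.029). The score follows the alleles with noise, so that a part of the locus's own effect is left in the partial values.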

Additional analysis of the partial correlation coefficients between TB genes (Materials and Methods) shows that they are only partly controlled by the plasticity regulator at the *cis* position. This suggests that these genes are involved in the same pathway and controlled by a number of shared upstream factors. In fact, the TB genes form a conspicuous biological unit according to a gene ontology analysis [22], with enrichments in signal transduction (*p* = 0.03 after multiple testing correction) and cell communication (*p* = 0.04 after multiple testing correction).

**Figure 4:**
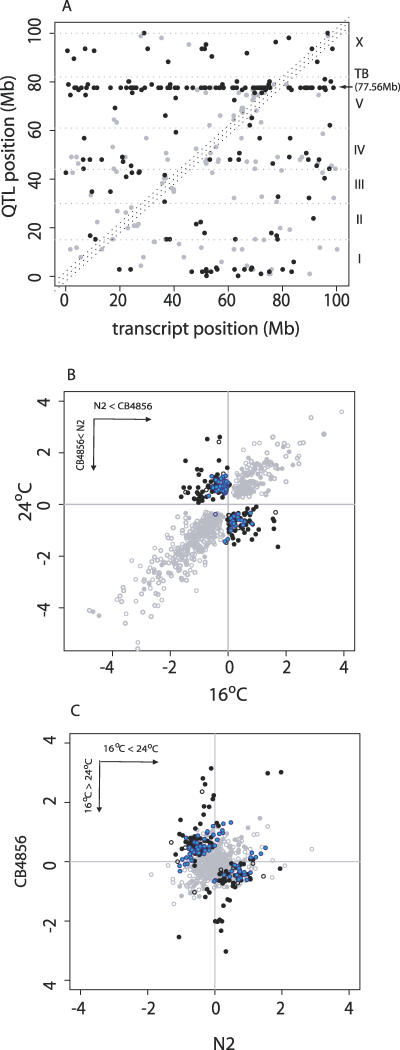
Temperature-Dependent eQTL Effects (A) Comparisons of eQTL and transcript positions for *trans*-regulated genes with significant eQTL and pQTL effects in the full model. The grey dotted horizontal lines separate the genome into different chromosomes. Grey and black circles indicate *trans*-regulated transcripts with significant eQTL effect and with significant pQTL effect, respectively, in the joint analysis. Among the transcripts with significant eQTL effect at both temperatures, a majority (72%) is *cis*-regulated (not included in the plot), while most of the transcripts (85%) with pQTL effect are *trans*-regulated. A horizontal transband was observed at 77.56 Mb (Chromosome V) by joint analysis. The transcripts falling into the region specified by dotted diagonals have *cis*-regulated eQTL (±2 Mb). (B) Comparison of eQTL effect for transcripts at two temperatures. (C) Comparison of temperature-induced differential expression (T effect) for transcripts at two genotypes. In (B) and (C), open and closed circles indicate *cis*-regulated and *trans*-regulated transcripts, respectively; grey and black circles are used for genes with significant eQTL and with significant pQTL effect, respectively. *Trans*-regulated transcripts in the 77.56Mb transband are colored blue.

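Strain differences seen at both temperatures were tied to the place of the gene. For btb-14, sdz-24, nspa-8 and the chemoreceptor gene srw-85, the ratio at 24 °C followed the 16 °C ratios of repeatable neighbours within 2 Mb. Of 184 repeatable probes with at least 3 such neighbours, 166 did so (90.2%), while 6 (3.26%) followed a score of as many repeatable probes from another chromosome. The median absolute r was 0.644 with the local score and 0.130 with the other. For btb-14 r with the local score was 0.808 and rho 0.810 (permutation p = 1.0e-05 for each, adjusted p over 184 relations = 1.2e-08, 0.849 without the 2 farthest pairs). For sdz-24 r was 0.746 and rho 0.764 (permutation p = 1.0e-05 for each, adjusted p = 2.8e-07, 0.722 without the 2 farthest pairs). For srw-85 r was 0.648 and rho 0.669 (permutation p = 1.0e-05 for each, adjusted p = 1.7e-05, 0.616 without the 2 farthest pairs). Among the 18 probes that did not follow their neighbours were those of the chemoreceptor genes srw-118 (r = -0.113, rho = -0.137, permutation p = 0.50 and 0.40) and srx-9 (r = 0.00917, rho = -0.0577, permutation p = 0.95 and 0.73). Of the 388 distant probes related to the cis score at 24 °C, 1 had a ratio that repeated between the temperatures, against 1.04% of all probes. The 2 shares were not tested against each other. All probes also include those of Table S4 and near it, which the distant probes leave out. A score from 2 Mb cannot part a gene's own variants from those of its neighbours. A sequence difference under a probe would follow the neighbours too, so that these shares do not show local control of transcript levels. The paper estimates that many of its cis-QTLs are false positives and names such differences as a likely explanation.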

The expression patterns of TB genes are also significantly correlated in an independent dataset (Kim dataset) [23] as compared with randomly selected genes (one-way Kolmogorov-Smirnov test, *p* << 0.001) and they are enriched in the “neuronal” functional group (coexpression mount 6, *p* < 7.9 e-14) [23]. It is particularly interesting to see that the group of 66 TB members contains one gene for an FMRFamide-related neuropeptide *(flp-9)* and four for G-protein coupled receptors (C17H11.1, C48C5.1, C24B5.1, and K10C8.2), all of them uncharacterized (Fisher's exact test, *p* = 0.02). 

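Genes for neuropeptides were related to the transband at 24 °C more often than expected, all in the same direction as flp-9. Of 22 probes of FMRFamide-like peptide genes, 7 ran against the cis score and 0 with it, where 0.481 were expected (Fisher's exact test, adjusted p over 20 lists = 2.9e-06, 19 when adjusted over the list alone). Of 77 probes of other neuropeptide and insulin genes, 12 ran against the score and 0 with it, where 1.68 were expected (adjusted p = 2.0e-06, 33 when adjusted over the list alone). Chemoreceptor genes were fewer than expected, with 2 of 842 where 18.4 were expected (adjusted p = 1.5e-05, 0 when adjusted over the list alone). At 16 °C, 0 probes of each of these lists were related to the score at an adjusted p under 0.05. At an adjusted p under 0.01 no list passed at 24 °C, since 2 probes in all were left. The counts are drawn from the distant probes related at 24 °C, of which 0 were left without the pairs of recurring strains, 0 with 2 principal components removed and 5 without WN9/WN62. Fisher's exact test takes the probes as independent. Probes of a list that vary together across the arrays can pass together, so that these p may be too small.
For flp-21 r at 24 °C was -0.576 and rho -0.607 over 39 strain pairs (permutation p = 7.0e-05 and 6.0e-05, adjusted p over all tested probes = 0.028, -0.524 without the 2 farthest pairs), with a difference of -0.567 from 16 °C (permutation p = 0.0019). Its receptor gene npr-1 had an r of -0.624 and a rho of -0.580 (permutation p = 2.0e-05 and 1.8e-04, adjusted p = 0.018, -0.568 without the 2 farthest pairs), with a difference of -0.853 (permutation p = 0.0010). For flp-18 r was -0.481 and rho -0.462 (permutation p = 0.0018 and 0.0034), which did not pass over all probes (adjusted p = 0.066), with -0.404 without the 2 farthest pairs and a difference of -0.539 (permutation p = 0.0013). The neuropeptide gene nlp-43 had an r of -0.629 and a rho of -0.625 (permutation p = 3.0e-05 and 4.0e-05, adjusted p = 0.018, -0.497 without the 2 farthest pairs). The mean ratio of all 99 neuropeptide probes had an r with the score of -0.570 and a rho of -0.582 at 24 °C (permutation p = 1.2e-04 and 1.5e-04, adjusted p over 6 relations = 3.6e-04, -0.484 without the 2 farthest pairs) and an r of 0.0376 at 16 °C (permutation p = 0.82). The mean ratio of 77 probes of sperm and vitellogenin genes, which mark later stages than L3, moved the other way at 24 °C, with an r of 0.536 and a rho of 0.477 (permutation p = 4.2e-04 and 0.0021, adjusted p = 8.4e-04, 0.402 without the 2 farthest pairs). At 16 °C its r was 0.103 (permutation p = 0.53), and the difference of 0.433 did not pass (permutation p = 0.13), so that this relation is not shown to differ between the temperatures. The gene flp-21 lies on chromosome V, more than 5 Mb from the Table S4 genes, and linkage to them was not excluded. No probe was listed for flp-1.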

Expression variations of neuropeptides of the FMRFamide-related group (*flp-1* [24], *flp-18,* and *flp*-*21* [25]) as well as single amino acid mutations of their G-protein coupled receptor *(npr-1)* [13]underlie important ecological and behavioral differences among C. elegans strains [13,24,25]. It is therefore tempting to speculate that the TB regulator occurred in two different alleles in the pedigree of the two parental populations (N2 and CB4856) because it controls an adaptive phenotypic difference in response to particular thermal conditions.

Interestingly, we found, in our related study of genotype-by-temperature interaction in classical phenotypic traits, that a fertility QTL maps to the immediate vicinity of our transband and shows the same interaction pattern. This suggests that our TB is possibly involved in fertility regulation or regulated by the same upstream factor(s).

### Estimating the Rate of False-Positives in *cis*-QTL Effects

In addition to the *trans*-acting (p)eQTLs, which are the primary focus of the present paper, previous studies[26,27] have also reported numerous *cis*-acting eQTLs, i.e., QTLs that explain expression variation of genes that are physically located at the same position as the QTL. However, as shown in Figure 4B, in our data there is a surprisingly high proportion of *cis*-acting QTLs that show a negative eQTL effect (*p* = 1e-9, Fisher's exact test). One likely explanation is the confounding effect of SNPs on array hybridization. Under the assumption that true *cis*-acting QTLs with positive and negative eQTL effects should occur in equal proportions, we estimate that there are about 226 false positives among the *cis*-acting QTLs (402 total *cis*-QTLs minus twice the number of 88 *cis*-QTLs with positive eQTL effects). Following Hughes et al. [28], we estimate that, on average, a single mismatch or indel in the ten nucleotides most 5′ in our 60-mer probes would result in a significant detectable hybridization difference (about 40% decreased signal). The parental strains, N2 (for which the arrays were designed) and CB4856, differ in their genome sequence by up to one per 873 bp of aligned sequence. Ignoring, for simplicity, the unequal distribution of SNPs in coding and noncoding sequences, we thus estimate the number of genes with one influential SNP to be 238, which corresponds closely to the 226 false positives estimated above. This indicates that *cis* effects are not only less relevant for regulatory gene expression plasticity (topology of the gene regulatory network), but also very prone to hybridization artifacts.

### Power Analysis for Plasticity QTLs

Our ability to detect numerous pQTLs is even more striking when we consider that our approach is likely to underestimate the extent of environment-specific genotype effects (pQTLs). This underestimation is due to the fact that such effects have been diluted by measuring the average abundance of transcripts from all cells of C. elegans (Figure1C); it is hard to detect a large pQTL effect if such an effect is actually cell-type specific.

To check that the number of pQTLs is not seriously underestimated due to our stringent statistical threshold, which might lead to false negatives, we estimated the detection power of interaction for various QTL effect sizes using simulation (Materials and Methods). We detected 98% of interactions if the difference in QTL effect is larger than two at the two temperatures (a pQTL effect of two, Materials and Methods). This suggests that our detection power is more than sufficient.

### Conclusion

Recently the genetic architecture of gene expression has revealed many epistatic interactions in a constant environment [29]. The present results imply that these interactions will change with environmental conditions. In addition, we show that the plasticity of gene expression in C. elegans is mainly controlled by *trans-*acting pQTLs (genotype-by-environment interactions). Our results demonstrate widespread heritable variation in gene expression responses to environmental changes, which are used to generate the first comprehensive map of the genetic polymorphisms underlying differences in expression plasticity.

Future studies of ecological adaptation and evolutionary genetics of gene expression will benefit from this molecular genetics perspective, when exploring the plastic patterns of mRNA levels in different cell types, a wider range of environmental conditions, and a larger number of ecotypes.

## Materials and Methods

### Genetical genomics experiment.

*Strain culturing.* Both N2 and CB parental strains were homozygous. Strains were grown in 9-cm petri dishes at 15 °C or 20 °C on standard nematode growth medium with Escherichia coli strain OP50 as a food source and transferred to new dishes by a chunk of agar once a week. Recombinant inbred lines (RILs) were constructed by putting, on each of ten 6-cm dishes, one J4 hermaphrodite of strain N2 with five males of strain CB4856, and vice versa on each of ten other 6-cm dishes to avoid any maternal or paternal effects. Mating was considered to be successful if the ratio of males to hermaphrodites was approximately 1:1 in the F_1_ hybrids. Approximately 1,500 F_1_ hermaphrodites were transferred to individual dishes in 24-well multiplates and allowed to self-fertilize at 20 °C. This was repeated until F_20_.

*DNA isolation.* For all lines, liquid cultures in S-basal (100 mM NaCl, 50 mM KH_2_PO_4_ [pH 6.0], 5 mg/l cholesterol) were started and allowed to develop for one week in 50-ml tissue-culture flasks at 20 °C. Cultures were transferred to 10-ml blue caps and centrifuged for 5 min at 4,000 rpm. Pelleted nematodes were transferred to a 1.5-ml Eppendorf tube, washed once with 1 ml M9 buffer, and centrifuged for 3 min at 8,000 rpm. After removal of the supernatant, 300 μl lysis buffer (20 mM Tris-HCl [pH 8.0], 2 mM EDTA, 2% Triton X-100) and 5 μl proteinase K (10 mg/ml) were added, and samples were left for 3 h at 65 °C in a rotary shaker. Samples were washed with 400 μl phenol:chloroform:isoamylalcohol (25:24:1) and centrifuged for 3 min at 14,000 rpm, after which the upper layer was transferred to a new tube. This step was repeated once. Next, 30 μl 3 M sodium acetate (pH 5.0) and 750 μl ice-cold isopropanol was added and samples were centrifuged for 3 min at 14,000 rpm. The DNA was washed once with 1 ml 70% ethanol and subsequently dissolved in 100 μl Milli-Q water. 1 μl RNase A was added and samples were incubated for 2–3 h at 37 °C, after which they were stored at 4 °C.

*Genotyping RILs*. All markers were selected on the C. elegans SNP data website, (http://www.genome.wustl.edu/genome/celegans/celegans_snp.cgi). For Chromosomes I, II, III, IV, and X, we selected 20 evenly spaced markers, for Chromosome V we selected 21 markers because this chromosome is larger than the other chromosomes. We selected easily detectable (i.e., with a common restriction enzyme) SNP markers with high *P_snp_*values (*P_snp _*≥ 0.7), of which 75 were already confirmed.

PCR was performed on a Biozym MJ Research PTC-200 Peltier thermal cycler in thin-walled 200-μl reaction tubes under the following conditions: 4 min at 94 °C; 35 cycles of 45 s at 94 °C, 45 s at 56 °C, 45 s at 72 °C; 5 min at 72 °C. Total reaction volume was 10 μl, with 5 μl 20-fold diluted DNA sample, 1 μl 10× PCR buffer (100 mM Tris-HCl [pH 9.0], 15 mM MgCl_2_, 500 mM KCl, 0.1% gelatin, 1% Triton X-100), 0.5 μl 50 mM MgCl_2_, a final primer concentration (Gibco-BRL, www.invitrogen.com; Isogen, www.isogen-lifescience.com; or Proligo, http://www.proligo.com) for each of a 0.4 pmol/μl, a final dNTP (Gibco-BRL) concentration of 0.2 mM, and a final Supertaq polymerase (HT Biotechnology, http://www.sphaero-q.com/HTbiotechnology.html) concentration of 0.02 U/μl.

Subsequently, samples were digested by adding 1μl of restriction enzyme buffer and 3 U of the appropriate restriction enzyme (Boehringer; Invitrogen, http://www.invitrogen.com; New England Biolabs, http://www.neb.com) directly to the sample. BSA was added if necessary. Digestions were performed for 3 h at the appropriate temperature, after which samples were loaded on 1.5%–3% agarose gels (depending on the expected fragment sizes) and run for 1.5 h at 100 V. Suspected mistypings were checked for a second time.

Marker analysis. The order of markers was not based on a constructed linkage map but on their physical position in the sequenced genome. Physical and F2-derived genetic positions were obtained from Wormbase WS106 (http://www.wormbase.org). Marker segregation deviation (segregation distortion) from a 1:1 ratio was analyzed using a χ^2^ test. To correct for Type I errors, we Bonferroni-corrected the significance level of these tests downwards with a factor of 12, which equals the estimated number of independent tests within our dataset: six for the chromosome number multiplied by two for the theoretical number of independent markers on each chromosome (the two outermost ones, which show approximately 50% recombination). Genetic distances between any two neighbouring markers were inferred from recombination fractions using the Kosambi mapping function. Recombination within one chromosome between neighbouring and nonneighbouring markers was analyzed by comparing the observed recombination using a χ^2^ test in which the expected recombination was calculated with the inverse Kosambi function from twice the F2-derived distances between markers to correct for the multiple rounds of meiosis [30].

Association between any two markers on different chromosomes was analyzed for significant deviation from neutrality by comparing the overall number of associations and nonassociations (analogous to (non) recombinants if the markers were close to one another on the same chromosome) for any two markers with a calculated expected number using a χ^2^ test. To obtain a model describing the expected fraction of association based on allele frequency, we performed nonlinear regression on data obtained from a simulation in which we determined the random association between two unlinked loci, each with two alleles, given a specific allele frequency for both alleles at both loci. The random association value finally used as input for the model was an average based on 1,020 replicates in which for each replicate, 80 marker-to-marker comparisons were randomly selected out of a total of 1,000.

*Culturing.* All recombinant inbred lines were reared on NGM agar plates seeded with the OP50 strain of E. coli as a food source. Stock cultures of OP50 were stored at −80 °C, and the bacterial cultures were grown in autoclaved LB medium (10 g peptone, 10 g yeast extract, 5 g NaCl/l water) for 16 h at 37 °C and shaken at 150 rpm. Populations were started with only nonmated hermaphrodites and screened regularly to remove any occurring males.

*Synchronization.* Experiments were carried out with nematodes belonging to the L3 life stage. To determine the entry into this stage at 16 °C and 24 °C, the size of the gonads and vulva were monitored. At 72 h of age, nematodes kept at 16 °C were at the L3 stage, whereas 40 h of age determined this life stage at 24 °C. Populations of each of the RILs were bleached (0.5 M NaOH, 1% hypochlorite) to collect synchronized eggs, which were then inoculated onto fresh dishes. Four replicate dishes of synchronized eggs for each RIL were kept in each of the two temperatures until L3 was reached. The nematodes were then collected and frozen in liquid nitrogen.

*Probe construction and hybridization.* The parental N2 and CB4856 strains differ in their genome sequence by up to one per 873 bp of aligned sequence [19]. Koch et al. reported that 85% of the SNPs were found in noncoding DNA [31]. In an attempt to minimize hybridization differences based on SNPs, 60-mer oligonucleotide microarrays were used in this study. The frozen nematode samples were ground and RNA was extracted using the Trizol method, and cleaned up with the RNeasy Micro kit (Qiagen, http://www1.qiagen.com/). RNA concentration and quality was measured with a NanoDrop spectrophotometer (http://www.nanodrop.com). cDNA was obtained using Array 900 HS kit (Genisphere, http://www.genisphere.com) and Superscript II (Invitrogen). The cDNA samples were hybridized to 60-mer oligo arrays using the Genisphere Array 900 HS protocol. The probes on the arrays cover genes all over the genome. These 60-mers (provided by Washington University) were designed to uniquely represent each gene with proximity to the gene 3′ end and with a minimum of secondary structure potential. All microarray data have been deposited in NCBI's Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo) and are accessible through the GEO Series accession number listed under the Accession Numbers heading in Supporting Information.

*Pairwise design.* We adopted a novel distant-pair design for the microarray experiments, which was proposed especially for genetic studies on gene expression [20]. In this design, the 80 RILs are hybridized directly on 40 arrays, in pairs that are maximally genetically different.

### Data analysis.

*Full ANOVA model for pQTLs and eQTLs.* The expression data of two temperatures were first analyzed separately by the following ANOVA model [20]

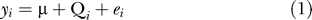
where *y_i_* is the gene's log ratio at the *i*th microarray; μ is the mean; Q*_i_* is −β, 0, β, for arrays comparing *A/B, A/A* or *B*/*B*, and *B*/*A*, respectively; β is the effect of differential allele expression between *A* and *B* at a regulatory locus (or nearby marker) under study; letters *A* and *B* correspond to N2 and CB4856, respectively; and *e_i_* is the residual error (see [20] for details).

Then expression data of two temperatures are combined together and analyzed by a full ANOVA model including T and eQTL*T effects:

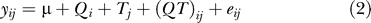
where *y_ij_* is the gene's log ratio at the *i*th microarray (*i* = 1,…*n*) and *j*th temperature, *T_j_* is the temperature effect for *j*th temperature, (*QT*)*_ij_* is the interaction effect (pQTL) between the *i*th eQTL genotype and *j*th temperature, and *e_ij_* is the residual error. To increase the power of detecting interaction, we not only did a genome-wide linkage analysis, but also reduced the multiple testing issue by focusing on those three marker positions that show a maximum eQTL in either the full model or one of the two single temperature models. Interaction was assessed at these three positions using significance thresholds determined by simulation. The same strategy was applied for detecting significant eQTL effects.

*Two-stage search for pQTLs* **.** To increase the power of detecting pQTLs, we not only did a genomewide linkage analysis, but also reduced the multiple testing issue by focusing on those three marker positions that show a maximum eQTL in either the full model or one of the two single temperature models. At the strongest eQTL genome position *SL* (single locus), the corresponding pQTL effect for each transcript was judged to be significant or not. As we expect a pQTL for a gene to occur at the positions with eQTL at one of the two temperatures, we focus on the strongest eQTL genome positions (obtained by separate analysis) for each transcript at 16 °C and 24 °C. These positions we call *TL* (two loci, one locus per temperature). At the *TL*, we checked if the pQTL effect obtained by joint analysis is significant or not. The thresholds were obtained by simulation. A gene is claimed to have a significant interaction effect if it passes the corresponding threshold at one of three positions (*SL* and *TL*). The same strategy was applied for detecting significant eQTL effects.

*Determination of genome-wide significance thresholds.* To calculate the genome-wide threshold for separate analysis, we performed the following five steps. (1) We simulated trait data by randomly sampling from a standard normal distribution (with zero mean and unit variance) 1,000 times under the null hypothesis of no eQTL. We did this for 16 °C and 24 °C. (2) We carried out a single marker analysis for all 1,000 runs mimicking 16 °C and then for the 1,000 run mimicking 24 °C. (3) At each marker, we obtained the corresponding *−*log_10_ *p*. (4) We took the maximum overall markers and stored this value. (5) These values were ordered from low to high over all 1,000 runs, and their 100(1−α) percentile was the estimated critical value (genome-wide threshold).

For the joint analysis the threshold can be obtained in a similar way. After simulating the trait data under the null hypothesis of no eQTL for two temperatures, the joint analysis was applied to the combined data of 16 °C and 24 °C. Then the genome-wide threshold for eQTL and interaction was obtained at a significant *p-*value of 0.001. With the same simulated data, we calculated the −log_10_ *p* of interaction effect at *SL* position or *TL* positions and stored these values, respectively. At the significance level of 0.001, the thresholds for single locus and two-locus analysis can be obtained. The same strategy was applied for the eQTL effect.

In our analysis, we set the genome-wide α to be 0.001 at 16 °C and 24°C, as well as in the joint analysis. This implies that—with 20,490 transcripts—we expect only 0.001 × 20,490 ≈ 20.5 false positives. The threshold of 4.25 was obtained for the separate analyses at both temperatures. For the joint analysis, the genome-wide threshold for eQTL is 4.50 and the single-locus threshold is 4.41. For the interaction effect, the genomewide threshold is 4.56 while the single-locus threshold and two-locus threshold are 2.98 and 3.88, respectively.

*Estimation of temperature-induced differential expression (T effect) based on intensity data.* The intensity-based analysis considers the model

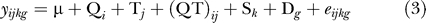
where *y_ij_* is the gene's log intensity at the *i*th microarray (*i* = 1,…,*n*) and *j*th temperature; T*_j_* is the temperature effect for the *j*th temperature; (QT)*_ij_* is the interaction effect (pQTL) between the *i*th eQTL genotype and *j*th temperature, S*_k_* is the random spot effect, D*_g_* is the effect of the *g*th dye, and *e_ijkg_* is the residual error. Firstly, the QTL effects of two temperatures estimated from ratio data using the full model as described in the main text were used to replace the Q*_i_* and (QT)*_ij_* terms by constant values in the intensity-based model. Then temperature-induced differential expression effects were estimated from the remaining model.

*Coexpression of transband genes in Kim dataset [23]*. The experiments in the Kim dataset compare RNA between mutant and wild-type strains or between worms grown under different conditions. The dataset consists of expression of 19,738 genes in 553 experiments. 56 out of 66 of our TB genes are found in the Kim dataset. We calculated all pairwise Pearson correlation coefficients among these 56 genes. Then we randomly chose the same number of genes from the Kim dataset 10,000× and calculated the correlation coefficients of each pair of them. The resulting distribution is compared with that among the original TB genes by a one-way Kolmogorov−Smirnov test (*p-*value ≪ 10^−10^).

*Permutation test for the transband.* We used the real gene expressions of transband genes (i.e., the structure of correlation is kept unchanged), but reassigned different genomes to the different TB randomly to disturb the association between trait and genotype. From 10,000 permutations, the maximum genome-wide number of QTL for each permutation is stored and the 99.9 percentile corresponding to a −log_10_ *p* of 6 was obtained. The results show that the TB does have a strong and significant genetic component (*p* ≪ 0.0001).

*Cis-factor test for transband.* Pearson correlation coefficients (zero order) were first calculated for the trait data of transband genes at 24 °C. Then first order partial correlation coefficients conditioning on the genotype of the transband position (marker 97th) were calculated according to the following formula:

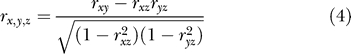
where *r_xy_, r_xz_,* and *r_yz_* are the Pearson correlation coefficient of gene expression between *x* and *y*, *x* and *z*, and *y* and *z*, respectively. We simulated random trait data for the same number of genes as in the TB and calculated corresponding zero and first order correlation coefficients. The results show that the first order partial correlation coefficient on genotype for TB genes decreases significantly from zero order coefficients. However, they are still larger than those for random traits. This indicates that the TB genes are only partly controlled by the master regulator at the QTL position and that these genes are involved in the same pathway and controlled by a number of shared upstream factors.

*Power of detection for pQTL by full model.* Compared with the total number of transcripts, only about 0.8% of 20,000 genes had a detectable pQTL effect, i.e., a surprisingly low proportion of regulatory connections seem to respond differentially to the major environmental change in the two genotypes. To check that this is not due to our stringent threshold, which might lead to false negatives, we estimated the detection power of pQTL for various eQTL effect sizes using simulation. We simulated the expression data for 1,000 genes with an eQTL effect size of B but opposite sign at two temperatures. Then the strategy of searching for pQTL used in real data was applied for the simulated data. The detected proportion of genes with significant pQTL indicates the power of our two-stage search method. With varying B between 0 and 5 with interval 0.25, the power of detection for pQTLs can be estimated. We detect 98% of interactions if the eQTL effect is larger than 1 and has opposite signs at the two temperatures, which corresponds to a pQTL effect of 2. This suggests that our detection power is more than sufficient.

*Master regulator for transband searching.* There are 66 genes with significant pQTL at 77.56 Mb (Chromosome V). It is likely that there is a *cis*-acting master regulator at the QTL position. We first averaged the pQTL profiles for the transband genes and then took a 1.5 dropoff (−log_10_ *p*) to obtain genome region 75.91–79.33 Mb as the searching region. There are 1,180 potential candidates in total with a physical location in this region (819 potential candidates had a measured expression level in our dataset). We divided them into different groups according to their eQTL and pQTL effect and their annotation (see Table S4). The top candidates might be the genes that themselves have a significant pQTL effect (e.g., Y75B12B.3), and eQTL effect, ( e.g., *nhr-54* and *nhr-116*) involved in transcription factor activity, and map in *cis;* i.e., have a possible regulatory polymorphism in their promoter region.

## Supporting Information

Protocol S1 Detailed Description of the RIL Population (115 KB DOC)

Table S1 Information on Cosmid SNP Location, Map Position, and Primers and Restriction Enzymes Used (92 KB PDF)

Table S2 N2 and CB Polymorphisms of the SNP Markers in the RILs and Marker Segregation Ratios (66 KB PDF)

Table S3 Marker-Association Frequencies between Markers on the Same and on Different Chromosomes (173 KB PDF)

Table S4 Potential Master Regulator Candidates for the Transband (17 KB PDF)

### Accession Numbers

The National Center for Biotechnology Information (NCBI) Entrez Gene database (http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene) accession numbers for the genes discussed in this paper are *C17H11.1* (GeneID181075), *C48C5.1* (GeneID183574), *C24B5.1* (GeneID179301), *flp-1* (GeneID177737), *flp-9* (GeneID178232),*flp-18* (GeneID 180587), *flp-21* (GeneID182944), *K10C8.2* (GeneID187257), *nhr-116* (GeneID180129), *nhr-54* (GeneID180106), *npr-1* (GeneID180752), and *Y75B12B.3* (GeneID190717).

The NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo) accesssion number for the microarray data discussed in the paper is GSE5395.

## Abbreviations

eQTL: expression quantitative trait locus
pQTL: plasticity quantitative trait loci
RI: recombinant inbred
RIL: recombinant inbred line
SL: single locus
TB: transband
TL: two loci

# Supplementary material for: Mapping Determinants of Gene Expression Plasticity by Genetical Genomics in C. elegans
**Source:** PLoS Genet. 2006 Dec 29;2(12):e222. doi: 10.1371/journal.pgen.0020222
**Supplement:** Protocol S1 — (115 KB DOC)

**Supporting Protocol**

We present the genotypes of 80 recombinant inbred lines (RILs) that were genome-wide analyzed with 121 Single Nucleotide Polymorphism (SNP) markers. These RILs represent a random subset of a total of approximately 1,000 RILs that were bred in for 20 generations. We describe the patterns of recombination and segregation across chromosomes and the associations between markers on different chromosomes, and try to integrate and explain these patterns with data presently known. The RILs are available upon request. Please contact Jan Kammenga at .

## RESULTS

# SNP marker map: following the segmentation of the chromosomes on the *C. elegans* SNP website (http://genome.wustl.edu/projects/celegans/index.php?snp=1) we selected 20 markers for chromosomes *I, II, III, IV* and *X*, and 21 for chromosome *V* because of its larger physical size. Positions in cM and in bp of the markers used in this study are shown in table S1 for all chromosomes based on Wormbase release WS106 (http://www.wormbase.org) where positions in cM reflect the interpolated genetic positions of the cosmid on which the SNP marker is mapped; the interpolated genetic positions of the SNP marker might therefore differ up to approximately 0.5 cM. The position in % is relative to the full size of the chromosome in bp. Segregation ratios were determined in the RILs with p-values for the χ2-test based on an expected marker ratio of 1:1. Significance levels were Bonferroni corrected with a factor 12 to correct for Type I errors (* <4.2E-3, **<8.3E-4, ***<8.3E-5). Chr stands for chromosome, CB for CB4856. All selected polymorphisms were detectable by digestion with a restriction enzyme. Out of a total of 121 SNPs 74 were previously confirmed by digestion (http://genome.wustl.edu/projects/celegans/index.php?snp=1). The remaining 47 SNPs were up to date only predicted but are in this paper confirmed to be real. The approach of one SNP marker per segment resulted in a well-saturated and well-covered map (table 1 below). The overall average distance between two markers was 835 kbp or 2.38 cM and with an overall average chromosomal coverage of 95.91% if measured in bp or 95.29% if measured in cM. The remaining 5% not covered are the telomeric regions outside the two outermost markers. However, because of the low amount of recombination within these regions it is likely that the genotype outside the outer markers (*i.e.* the parental origin of that region) will be similar to the genotype on the position of the outer marker.

**Strain genotypes:** Singson *et al.* (1999) (S1) and Lewis and Fleming (1995) (S2) reported that hermaphrodites crossed with males prefer male sperm above their own to fertilize eggs. However, this predominance is not absolute (S1) which shows from our data as well. Initially we genotyped 91 RILs but 11 appeared to hold a genomic constitution completely equal to one of the parents. All these cases could be explained by self-fertilization of the parental hermaphrodite, of which 7 out of 43 resulted from a CB4856 hermaphrodite x N2 male cross and 4 out of 47 from a N2 hermaphrodite x CB4856 male cross. The 11 parental-like strains were excluded from subsequent analyses. Table S2 shows the genotypes for all 80 RILs.

**Map expansion due to inbreeding:** compared to the Wormbase F2-derived genetic maps (http://www.wormbase.org/, release WS106) our maps show on average an ample twofold expansion (table 1). The sex chromosome is in this sense aberrant with a map expansion of 2.57 instead of around two as observed for the other chromosomes, which might be due to the apparent absence of a central gene cluster (S3). In *C. elegans* a map expansion due to the use of RILs has been observed before (S4). Higher recombination fractions can be explained by the multiple rounds of meioses undergone and is common for RILs bred by self-fertilization or sib-mating (S5). To compare recombinations in a recombinant inbred cross with F2-derived data these values should accordingly be divided by two. Such an analysis shows that in most cases (except for three to five comparisons on each chromosome) there is normal recombination between two neighboring markers in our set of strains. As reported before (S3) we observed also a sigmoid relationship between marker distance in cM and marker distance in bp in our cross (figures not shown), with a low amount of recombination in the gene-dense central clusters and higher amounts of recombination on the chromosome arms. Such a relationship between a physical and genetic map is common for other organisms as well (S6).

**Marker segregation ratios:** overall marker frequencies were 52.9% for the N2 allele and 47.1% for the CB4856 allele. Compared with an expected 1:1 ratio with Bonferroni corrected significance levels markers 2 to 17 of chromosome I showed significant segregation distortion (see figure 1). Allele distribution within this region showed a bias towards the N2 allele with a maximum N2:CB4856 allele ratio of 10.29 for marker 4. Chromosomes *II, III, IV, V* and *X* showed slight but non-significant deviations from neutrality. The segregation distortion on chromosome *I* suggests selection for the N2 allele during the development of RILs.

**Associations between unlinked markers on the same chromosome:** recombination fractions between the outermost markers on the same chromosome (which should be inheriting independently) exceeded 50% for chromosome *I* (RF = 53.3%), chromosome *IV* (RF = 55.4%), chromosome *V* (RF= 51.4%) and the sex chromosome *X* (RF= 58.1%), whereas for chromosomes *II* and *III* it was below 50% (44.6% and 41.9% respectively). Recombination within one chromosome exceeding the theoretical maximum of 50% has been described previously (S7, 8) and has been explained as proof of chromatid interference in the four-strand stage. In *C. elegans* meiotic crossover is strictly controlled in a narrow range, with on average exactly one crossover per chromosome per meiosis (S9). However, as the observed values are statistically not different from the expected recombination fractions based on the inverse Kosambi mapping function (RFexp. chrom. I = 47.8% (p=0.33), RFexp. chrom. II = 47.6% (p=0.60), RFexp. chrom. III = 47.9% (p=0.30), RFexp. chrom. IV = 47.0% (p=0.14), RFexp. chrom. V = 47.4% (p=0.49), and RFexp. chrom. X = 47.1% (p=0.06)) they are likely to be the result of random statistical association, possibly due to inbreeding.

**Association between markers on different chromosomes:** Figure 2 shows the expected fraction of association for unlinked markers inheriting independently based on a simulation model. The model can be described by (R2 =0.99998) where *z* is the expected fraction of association and *x* and *y* are the marker fractions of one of the two parents on the positions (or loci) (*i.e.* on both positions either the fraction N2 markers or the fraction CB4856 markers). Using this model we analyzed all experimentally obtained pairwise associations between all markers on different chromosomes, which show in some cases strong deviation from the expected association (table S3). Associations significantly exceeding 50% are more abundant: 7.95% of all comparisons between markers on different chromosomes exceed 60% (with a maximum of 71.6%) whereas only 2.13% of all comparisons is smaller than 40% (with a minimum of 32.4%). Although it is likely that some associations will be due to chance some of them could reflect selection for or against combinations of alleles neighboring these markers, and thus indicate the presence of gene interactions or genetic pathways. This would be most likely in case of strong (dis)association between two chromosomal *regions* of markers, for example between chromosome *II* markers 8-20 and chromosome *X* markers 17-20.

**DISCUSSION**

We have genotyped a subset of the inbred progeny genome-wide with 121 markers which together make up a well covered and well saturated genetic map. Analysis revealed that part of the subset was non-recombinant but this could be explained by self-fertilization of the parental hermaphrodite. The remaining RILs showed normal recombination behavior, segregation distortion on a large section of chromosome I and non-random marker associations between (sections of) markers on different chromosomes.

Segregation distortion in intraspecific crosses has been observed before for various organisms (see for example S10, 11, 12), and has been hypothesized and in some cases proven to be caused by selective embryo abortion or gametophyte selection or the existence of segregation distortion regions (SDRs) which map close to or on (previously mapped) specific gametophyte or sterility genes (S10, S13-16). For our *C. elegans* inbred cross there might be a similar association. During the development of RILs we randomly selected one individual per strain for the next generation but experienced sometimes that these individuals did not generate viable offspring. For some lines this happened in several generations during inbreeding, for others only once. In most cases we succeeded in rescuing the particular inbred line by selecting another individual from the specific strain (as described in *Methods*) but in 66 out of 1245 (5.3%) we failed to do so. Therefore, even though we tried to avoid selection for particular nematodes or traits in each generation by randomly selecting individuals, the only trait which we selected for (because we had to) is the ability to reproduce.

Non-random associations between markers on different chromosomes might suggest selection for or against specific combinations of alleles. However, it can result from a slight preferential inheritance of alleles during the breeding of the RILs, as discussed by Williams *et al.* (2001) (S12) who also observed statistical associations between intervals on different chromosomes in recombinant inbred crosses with mice. To test this hypothesis we simulated independent inheritance of two loci each with two alleles (A and B). First we calculated the expected frequency of both alleles at both loci after 20 generations of inbreeding given a specific probability of transfer to the next generation for each allele. We performed simulations with either equal or unequal probabilities for similar alleles on the different loci (*i.e.* both A or both B). After randomization of both allele distributions we selected 80 out of 1000 comparisons, similar to the approach in practice, and analyzed this subsample for recombination (*i.e.* statistical associations due to chance). We repeated this procedure 1020 times for each combination of probabilities. The results are shown in table S3, and show that in a large number of comparisons statistical associations are indeed not unlikely to occur, even when the probability of inheritance is 0.5 for both alleles. Within the probability range of 0.45-0.55 there is no statistical difference between the results of the different simulations. In addition, the simulations in which the probability of inheritance for similar alleles was unequal shows higher maximum association values. Taking into account the slight bias towards alleles from one of the two strains on the different chromosomes this suggests that the associations in our dataset probably do not result from allelic interactions. However, in the simulations the number of associations with values above and below 50% were present in an equal amount. In our “real” dataset we observed more non-random associations with an association value above 50% than below 50% of which some tend to form clusters of non-random association with a clear center (see for example the comparison between chromosomes *II* and *X*). This might indicate interactions between alleles or otherwise some kind of hybrid vigor due to which “heterozygotes” are more likely to survive.

Recombination between (the two outermost) markers on the same chromosome exceeds 50% for chromosome *I* (RFmax = 54.7%), chromosome *IV* (RFmax= 55.4%), chromosome *V* (RFmax= 55.4%) and the sex chromosome *X* (RFmax= 60.8%), whereas for chromosomes II and III recombination stays below 50% (45.9% and 47.3% respectively). Recombination within one chromosome exceeding the theoretical maximum of 50% has been described previously (S7, 8) and has been explained as proof of chromatid interference in the four-strand stage. In this study, however, it might be the result of non-random statistical associations as well as the observed frequencies are well within the range of possible frequencies of two independently inherited alleles.

**References**

S1 Singson, A., Hill, K.L., and L'Hernault, S.W. 1999. Sperm competition in the absence of fertilization in Caenorhabditis elegans. Genetics 152: 201-208.

S2 Lewis, J.A. and Fleming, J.T. 1995. Basic culture methods. In Caenorhabditis elegans: Modern Biological Analysis of an Organism (eds. Epstein, H.F. and Shakes, D.C.), pp. 3-29. Academic Press, Inc., San Diego, California.

S3 Barnes, T.M., Kohara, Y., Coulson, A., and Hekimi, S. 1995. Meiotic Recombination, Noncoding DNA and Genomic Organization in Caenorhabditis elegans. Genetics 141: 159-179.

S4 Ayyadevara, S., Ayyadevara, R., Hou, S., Thaden, J.J., and Reis, R.J.S. 2001. Genetic mapping of quantitative trait loci governing longevity of Caenorhabditis elegans in recombinant-inbred progeny of a Bergerac-BO x RC301 interstrain cross. Genetics 157: 655-666.

S5 Dixon, L.K. 1993. Use of Recombinant Inbred Strains to Map Genes of Aging. Genetica 91: 151-165.

S6 Nachman, M.W. 2002. Variation in recombination rate across the genome: evidence and implications. Curr. Opin. Genet. Dev. 12: 657-663.

S7 Fisher, R.A. and Mather, K. 1936. Verification in Mice of the Possibility of more than Fifty per cent Recombination. Nature 137: 362-363.

S8 Wright, M.E. 1947. Two Sex-linkages in the House Mouse, with Unusual Recombination Values. Heredity 1: 349-354.

S9 Hillers, K.J., and Villeneuve A.M., 2003, Choromosome-wide control of meiotic crossing over in *C. elegans,* Current Biology, 13:1641-1647

S10 Lu, H., Romero-Severson, J., and Bernardo, R. 2002. Chromosomal regions associated with segregation distortion in maize. Theor. Appl. Genet. 105: 622-628.

S11 Paran, I., Goldman, I., Tanksley, S.D., and Zamir, D. 1995. Recombinant inbred lines for genetic mapping in tomato. Theor. Appl. Genet. 90: 542-548.

S12 Williams, R.W., Gu, J., Qi, S., and Lu, L. 2001. The genetic structure of recombinant inbred mice: high-resolution consensus maps for complex traits analysis. Genome Biology 2: research0046.0041-0046.0018.

S13 Grant, V. 1975. Altered Segregation. Pp. 228-250 in Genetics of flowering plants.

S14 Xu, Y., L. Zhu, J. Xiao, N. Huang, and S.R. McCouch. 1997. Chromosomal regions associated with segregation distortion of molecular markers in F-2, backcross, doubled haploid, and recombinant inbred populations in rice (Oryza sativa L). Mol. Gen. Genet. 253: 535-545.

S15 Vogl, C. and S.Z. Xu. 2000. Multipoint mapping of viability and segregation distorting loci using molecular markers. Genetics 155: 1439-1447.

S16 Korbecka, G., P.G.L. Klinkhamer, and K. Vrieling. 2002. Selective embryo abortion hypothesis revisited - A molecular approach. Plant Biol. 4: 298-310.

# Table 1. Genetic map size and marker distance of the RI cross

|  |  |  |  | marker distance*b* | | | | | | |  |  |  |  |  | coverage *d* | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | size*a* | |  | cM | | |  | kbp | | |  | genetic map size*c* | | |  | (%) | |
| Chr | cM | Mbp |  | avg | max | min |  | avg | max | min |  | this study | WB | expansion |  | in cM | in bp |
| I | 48.21 | 15.08 |  | 2.48 | 6.34 | 0.25 |  | 778 | 1230 | 304 |  | 86.33 | 47.18 | 1.83 |  | 98.07 | 97.86 |
| II | 55.62 | 15.28 |  | 2.45 | 7.05 | 0.09 |  | 767 | 1093 | 414 |  | 91.15 | 46.48 | 1.96 |  | 95.43 | 83.56 |
| III | 48.98 | 13.78 |  | 2.52 | 7.85 | 0.14 |  | 677 | 1053 | 320 |  | 88.95 | 47.93 | 1.86 |  | 93.30 | 97.85 |
| IV | 44.79 | 17.49 |  | 2.29 | 11.44 | 0.16 |  | 891 | 1230 | 612 |  | 94.76 | 43.52 | 2.18 |  | 96.79 | 97.17 |
| V | 45.66 | 20.92 |  | 2.26 | 5.33 | 0.31 |  | 1008 | 1369 | 544 |  | 86.88 | 45.24 | 1.92 |  | 96.39 | 99.08 |
| X | 45.42 | 17.71 |  | 2.30 | 6.30 | 0.47 |  | 890 | 1297 | 639 |  | 112.22 | 43.72 | 2.57 |  | 95.50 | 96.25 |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Overall | 288.69 | 100.27 |  | 2.38 | - | - |  | 835 | - | - |  | 560.30 | 274.07 | 2.04 |  | 95.91 | 95.29 |

*a* chromosome size in cM and Mbp are based on Wormbase 106

*b* maximum and minimum marker distances in cM are not necessarily correlated with maximum and minimum marker distances in kbp

*c* values for the genetic map size do not reflect the full chromosomal size but the distance between the two outermost (distal) markers; expansion is the distance between those markers according to this study divided by their distance according to Wormbase 106 (WB)

*d* coverage is the fraction of the chromosome located between the two outermost markers if measured in cM or bp

# FIGURE LEGENDS

Figure 1. N2:CB4856 marker segregation ratios for all markers on the six chromosomes. Segregation distortion is present on a large section of chromosome I. Exact segregation ratios are shown in the table S2.

Figure 2. Model to calculate the expected association frequencies between two loci given different marker frequencies at each locus. The model is based on simulation data and can be described by *z* = *x* + *y* – 2*xy* (R2=0.99998), in which *z* is the expected association frequency and *x* and *y* are the marker frequencies of the marker inherited from the same parent at both positions (or loci) *X* and *Y*.

FIGURE 1

N2:CB4856 ratio

# FIGURE 2

Expected level of association

# Supplementary material for: Mapping Determinants of Gene Expression Plasticity by Genetical Genomics in C. elegans
**Source:** PLoS Genet. 2006 Dec 29;2(12):e222. doi: 10.1371/journal.pgen.0020222
**Supplement:** Table S2 — (66 KB PDF)

|                                |       |       |       |       |       |       |      |       |       |       |       |       |       |       |      |       |      |       |     |     |       |       |   |       |       |
|--------------------------------|-------|-------|-------|-------|-------|-------|------|-------|-------|-------|-------|-------|-------|-------|------|-------|------|-------|-----|-----|-------|-------|---|-------|-------|
| Number of N2-markers           | 46    | 72    | 80    | 45    | 57    | 63    | 32   | 48    | 67    | 74    | 86    | 63    | 47    | 83    | 75   | 80    | 84   | 38    | 99  | 66  | 59    | 38    | - | 59    | 42    |
| Number of CB4856-markers       | 75    | 49    | 41    | 76    | 64    | 58    | 89   | 73    | 54    | 47    | 35    | 58    | 74    | 38    | 46   | 41    | 37   | 83    | 22  | 55  | 62    | 83    | - | 62    | 79    |
| Ratio-specific N2/CB4856 ratio | 0.613 | 1.469 | 1.951 | 0.592 | 0.891 | 1.086 | 0.36 | 0.658 | 1.241 | 1.574 | 2.457 | 1.086 | 0.635 | 2.184 | 1.63 | 1.951 | 2.27 | 0.458 | 4.5 | 1.2 | 0.952 | 0.458 | - | 0.952 | 0.532 |

|       |       |       |       |     |       |       |       |       |       |       |       |       |       |       |       |       |       |       |       |       |       |       |      |       |       |     |       |       |
|-------|-------|-------|-------|-----|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|------|-------|-------|-----|-------|-------|
| 46    | 58    | 80    | 61    | 66  | 83    | 45    | 59    | 55    | 62    | 62    | 69    | 39    | 57    | 56    | 95    | 34    | 57    | 64    | 51    | 61    | 64    | 95    | 84   | 72    | 91    | 66  | 53    | 78    |
| 75    | 53    | 41    | 60    | 55  | 38    | 76    | 62    | 66    | 59    | 59    | 52    | 82    | 64    | 65    | 26    | 87    | 64    | 57    | 70    | 60    | 57    | 26    | 37   | 49    | 30    | 55  | 68    | 43    |
| 0.613 | 1.283 | 1.951 | 1.017 | 1.2 | 2.184 | 0.592 | 0.952 | 0.833 | 1.051 | 1.051 | 1.327 | 0.476 | 0.891 | 0.862 | 3.654 | 0.391 | 0.891 | 1.123 | 0.729 | 1.017 | 1.123 | 3.654 | 2.27 | 1.469 | 3.033 | 1.2 | 0.779 | 1.814 |

# Supplementary material for: Mapping Determinants of Gene Expression Plasticity by Genetical Genomics in C. elegans
**Source:** PLoS Genet. 2006 Dec 29;2(12):e222. doi: 10.1371/journal.pgen.0020222
**Supplement:** Table S3 — (173 KB PDF)

Marker association frequencies between markers on the same and on different chromosomes

Comparisons within chromosomes are chi2 tested against an expected recombination frequency calculated using the Haldane mapping function with twice the distance in cM as input. Comparisons between markers on different chromosomes are tested for significant deviation from an expected marker association using a chi2 test. The expected association was calculated with the formula $Z = N * (x + y - 2xy)$, in which Z is the expected association, N the total sample size, and x and y the marker frequencies on positions x and y, both for markers originating from the same parent. N2 marker frequencies are hidden in row 5 and column C. Yellow indicates a significant deviation at $p < 0.05$, orange at $p < 0.01$, red at $p < 0.001$.

[illegible]

1	2	3	4	5	6	7	8	9	10	11	12	13	14	15	16	17	18	19	20
51.4	51.4	54.1	56.8	52.7	50.0	48.6	48.6	48.6	47.3	47.3	48.6	47.3	47.3	50.0	50.0	43.2	47.3	48.6	47.3
50.0	50.0	52.7	55.4	51.4	48.6	47.3	50.0	47.3	48.6	48.6	50.0	48.6	48.6	48.6	48.6	41.9	45.9	47.3	45.9
47.1	47.1	50.0	48.6	44.3	41.4	40.0	45.7	45.7	47.1	47.1	48.6	47.1	47.1	47.1	45.7	42.9	41.4	40.0	38.6
54.1	54.1	51.4	51.4	50.0	47.3	48.6	54.1	54.1	55.4	55.4	54.1	55.4	55.4	52.7	50.0	40.5	39.2	40.5	39.2
48.6	48.6	45.9	48.6	44.6	41.9	43.2	48.6	48.6	50.0	50.0	48.6	50.0	50.0	47.3	44.6	40.5	39.2	40.5	39.2
43.2	43.2	40.5	43.2	39.2	39.2	40.5	43.2	45.9	44.6	44.6	45.9	44.6	44.6	47.3	44.6	45.9	47.3	45.9	44.6
43.2	43.2	40.5	43.2	39.2	39.2	40.5	43.2	45.9	44.6	44.6	45.9	44.6	44.6	47.3	44.6	45.9	47.3	45.9	44.6
41.9	41.9	39.2	41.9	40.5	40.5	41.9	44.6	47.3	45.9	45.9	47.3	45.9	45.9	48.6	45.9	47.3	48.6	47.3	45.9
43.2	43.2	40.5	43.2	41.9	41.9	43.2	45.9	48.6	47.3	47.3	48.6	47.3	47.3	50.0	47.3	48.6	50.0	48.6	47.3
43.2	43.2	40.5	43.2	41.9	41.9	43.2	45.9	48.6	47.3	47.3	48.6	47.3	47.3	50.0	47.3	48.6	50.0	48.6	47.3
45.9	45.9	43.2	45.9	41.9	41.9	43.2	45.9	48.6	47.3	47.3	48.6	47.3	47.3	50.0	47.3	45.9	50.0	48.6	47.3
47.3	47.3	44.6	44.6	40.5	40.5	41.9	44.6	47.3	45.9	45.9	47.3	45.9	45.9	48.6	45.9	44.6	48.6	47.3	45.9
48.6	48.6	45.9	45.9	44.6	44.6	45.9	48.6	51.4	50.0	50.0	51.4	50.0	50.0	52.7	50.0	48.6	52.7	51.4	50.0
48.6	48.6	45.9	45.9	44.6	44.6	45.9	48.6	51.4	50.0	50.0	51.4	50.0	50.0	52.7	50.0	48.6	52.7	51.4	50.0
50.0	50.0	47.3	44.6	43.2	43.2	44.6	44.6	47.3	45.9	45.9	47.3	45.9	45.9	48.6	45.9	44.6	48.6	47.3	45.9
51.4	51.4	48.6	45.9	41.9	41.9	43.2	43.2	45.9	44.6	44.6	45.9	44.6	44.6	47.3	44.6	43.2	47.3	45.9	44.6
50.0	50.0	47.3	44.6	40.5	40.5	41.9	41.9	44.6	43.2	43.2	44.6	43.2	43.2	45.9	45.9	44.6	48.6	47.3	45.9
51.4	51.4	48.6	45.9	41.9	41.9	43.2	43.2	45.9	44.6	44.6	45.9	44.6	44.6	47.3	47.3	43.2	47.3	45.9	44.6
50.0	50.0	47.3	44.6	40.5	40.5	41.9	41.9	44.6	43.2	43.2	44.6	43.2	43.2	45.9	45.9	41.9	45.9	44.6	43.2
52.7	52.7	50.0	47.3	43.2	43.2	44.6	44.6	47.3	45.9	45.9	44.6	45.9	45.9	48.6	48.6	41.9	45.9	47.3	45.9
50.0	50.0	52.7	55.4	48.6	51.4	50.0	52.7	52.7	51.4	51.4	50.0	51.4	51.4	51.4	51.4	55.4	51.4	52.7	51.4
50.0	50.0	52.7	55.4	48.6	51.4	50.0	52.7	52.7	51.4	51.4	50.0	51.4	51.4	51.4	51.4	52.7	48.6	50.0	48.6
52.7	52.7	55.4	58.1	51.4	54.1	52.7	52.7	52.7	51.4	51.4	52.7	51.4	51.4	51.4	51.4	55.4	51.4	52.7	51.4
56.8	56.8	59.5	62.2	52.7	55.4	54.1	51.4	51.4	50.0	50.0	51.4	50.0	50.0	50.0	50.0	56.8	52.7	54.1	52.7
55.4	55.4	58.1	60.8	51.4	54.1	52.7	50.0	50.0	48.6	48.6	50.0	48.6	48.6	48.6	48.6	55.4	51.4	52.7	51.4
52.7	52.7	55.4	58.1	48.6	51.4	50.0	47.3	47.3	45.9	45.9	47.3	45.9	45.9	48.6	48.6	55.4	51.4	52.7	51.4
52.7	52.7	55.4	60.8	51.4	54.1	52.7	50.0	52.7	51.4	51.4	52.7	51.4	51.4	51.4	51.4	55.4	54.1	55.4	54.1
50.0	50.0	52.7	58.1	54.1	56.8	55.4	52.7	55.4	54.1	54.1	55.4	54.1	54.1	54.1	54.1	58.1	56.8	58.1	56.8
48.6	48.6	51.4	56.8	52.7	55.4	54.1	51.4	54.1	52.7	52.7	54.1	52.7	52.7	52.7	52.7	56.8	58.1	59.5	58.1
48.6	48.6	51.4	56.8	52.7	55.4	54.1	51.4	54.1	52.7	52.7	54.1	52.7	52.7	52.7	52.7	56.8	58.1	59.5	58.1
50.0	50.0	52.7	58.1	54.1	56.8	55.4	52.7	55.4	54.1	54.1	55.4	54.1	54.1	54.1	54.1	55.4	56.8	58.1	56.8
50.0	50.0	52.7	58.1	54.1	56.8	55.4	52.7	55.4	54.1	54.1	55.4	54.1	54.1	54.1	54.1	55.4	56.8	58.1	56.8
50.0	50.0	52.7	58.1	54.1	56.8	55.4	52.7	55.4	54.1	54.1	55.4	54.1	54.1	54.1	54.1	55.4	56.8	58.1	56.8
51.4	51.4	54.1	59.5	55.4	58.1	56.8	54.1	56.8	55.4	55.4	56.8	55.4	55.4	55.4	55.4	56.8	55.4	56.8	55.4
52.7	52.7	55.4	60.8	56.8	59.5	58.1	55.4	58.1	56.8	58.1	56.8	58.1	56.8	56.8	56.8	58.1	54.1	55.4	54.1
51.4	51.4	51.4	56.8	52.7	55.4	56.8	51.4	54.1	52.7	52.7	54.1	52.7	52.7	52.7	52.7	55.4	59.5	58.1	58.1
55.4	55.4	55.4	55.4	51.4	54.1	55.4	52.7	52.7	54.1	54.1	55.4	54.1	54.1	54.1	51.4	55.4	54.1	55.4	54.1
58.1	58.1	58.1	52.7	48.6	54.1	55.4	55.4	56.8	56.8	56.8	55.4	56.8	56.8	56.8	54.1	50.0	51.4	55.4	54.1
59.5	59.5	59.5	54.1	50.0	55.4	56.8	56.8	56.8	58.1	58.1	56.8	58.1	58.1	58.1	55.4	48.6	50.0	54.1	52.7
-	0.0	5.4	13.5	20.3	25.7	27.0	29.7	29.7	31.1	31.1	32.4	31.1	31.1	31.1	31.1	43.2	41.9	40.5	41.9
-	-	5.4	13.5	20.3	25.7	27.0	29.7	29.7	31.1	31.1	32.4	31.1	31.1	31.1	31.1	43.2	41.9	40.5	41.9
-	-	-	10.8	20.3	28.4	29.7	32.4	32.4	33.8	33.8	35.1	33.8	33.8	33.8	33.8	45.9	47.3	45.9	47.3
-	-	-	-	14.9	23.0	24.3	29.7	29.7	31.1	31.1	32.4	31.1	31.1	31.1	31.1	43.2	41.9	40.5	41.9
-	-	-	-	-	8.1	9.5	14.9	14.9	16.2	16.2	17.6	16.2	16.2	16.2	16.2	28.4	32.4	31.1	29.7
-	-	-	-	-	-	1.4	6.8	6.8	8.1	8.1	9.5	8.1	8.1	8.1	10.8	23.0	29.7	28.4	27.0
-	-	-	-	-	-	-	5.4	5.4	6.8	6.8	8.1	6.8	6.8	6.8	9.5	24.3	31.1	29.7	28.4
-	-	-	-	-	-	-	-	2.7	1.4	1.4	2.7	1.4	1.4	1.4	2.7	6.8	28.4	29.7	28.4
-	-	-	-	-	-	-	-	-	2.7	1.4	2.7	1.4	1.4	1.4	4.1	18.9	25.7	27.0	25.7
-	-	-	-	-	-	-	-	-	-	0.0	1.4	0.0	0.0	0.0	2.7	5.4	20.3	27.0	28.4
-	-	-	-	-	-	-	-	-	-	-	1.4	0.0	0.0	0.0	2.7	5.4	20.3	27.0	28.4
-	-	-	-	-	-	-	-	-	-	-	-	1.4	0.0	0.0	2.7	5.4	20.3	27.0	28.4
-	-	-	-	-	-	-	-	-	-	-	-	-	1.4	0.0	2.7	5.4	20.3	27.0	28.4
-	-	-	-	-	-	-	-	-	-	-	-	-	-	0.0	2.7	5.4	20.3	27.0	28.4
-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	2.7	5.4	20.3	27.0	28.4
-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	5.4	20.3	27.0	28.4
-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	14.9	21.6	23.0
-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	9.5	13.5
-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	5.4
-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	1.4

V

1	2	3	4	5	6	7	8	9	10	11	12	13	14	15	16	17	18	19	20	21	
0.49	0.46	0.45	0.42	0.39	0.39	0.42	0.38	0.36	0.36	0.35	0.35	0.41	0.42	0.45	0.46	0.46	0.42	0.45	0.45	0.48	
50.0	50.0	48.6	51.4	54.1	54.1	51.4	55.4	54.1	52.7	51.4	52.7	54.1	52.7	54.1	56.8	58.1	55.4	56.8	45.9	41.9	41.9
48.6	48.6	50.0	52.7	55.4	55.4	52.7	56.8	56.8	55.4	54.1	52.7	54.1	55.4	58.1	59.5	56.8	58.1	47.3	43.2	43.2	
52.9	52.9	54.3	57.1	60.0	61.4	58.6	62.9	64.3	62.9	61.4	60.0	61.4	60.0	61.4	60.0	57.1	61.4	52.9	48.6	48.6	
50.0	52.7	54.1	54.1	56.8	56.8	54.1	58.1	58.1	59.5	58.1	56.8	55.4	54.1	51.4	50.0	50.0	54.1	51.4	50.0	50.0	
55.4	58.1	56.8	59.5	59.5	59.5	56.8	60.8	60.8	59.5	58.1	56.8	55.4	54.1	51.4	47.3	44.6	51.4	48.6	47.3	47.3	
58.1	60.8	59.5	62.2	59.5	59.5	59.5	63.5	63.5	62.2	60.8	59.5	60.8	56.8	54.1	52.7	47.3	51.4	51.4	52.7	52.7	
58.1	60.8	59.5	62.2	59.5	59.5	59.5	63.5	63.5	62.2	60.8	59.5	60.8	56.8	54.1	52.7	47.3	51.4	51.4	52.7	52.7	
59.5	62.2	60.8	63.5	60.8	60.8	60.8	64.9	64.9	63.5	62.2	60.8	62.2	58.1	55.4	54.1	48.6	52.7	52.7	54.1	54.1	
58.1	60.8	62.2	64.9	62.2	62.2	62.2	66.2	66.2	64.9	63.5	62.2	63.5	59.5	56.8	55.4	50.0	54.1	54.1	55.4	55.4	
58.1	60.8	62.2	64.9	62.2	62.2	62.2	66.2	66.2	64.9	63.5	62.2	63.5	59.5	56.8	55.4	50.0	54.1	54.1	55.4	55.4	
58.1	60.8	62.2	64.9	62.2	64.9	64.9	68.9	68.9	67.6	66.2	64.9	66.2	62.2	59.5	58.1	52.7	54.1	54.1	55.4	55.4	
56.8	59.5	60.8	63.5	63.5	63.5	63.5	67.6	70.3	68.9	67.6	66.2	67.6	63.5	60.8	59.5	54.1	55.4	55.4	56.8	56.8	
55.4	58.1	59.5	62.2	59.5	59.5	59.5	63.5	66.2	64.9	63.5	62.2	63.5	59.5	56.8	55.4	50.0	51.4	51.4	52.7	52.7	
55.4	58.1	59.5	62.2	59.5	59.5	59.5	63.5	66.2	64.9	63.5	62.2	63.5	59.5	56.8	55.4	50.0	51.4	51.4	52.7	52.7	
56.8	59.5	60.8	63.5	60.8	58.1	58.1	62.2	64.9	63.5	62.2	60.8	62.2	58.1	55.4	56.8	51.4	50.0	50.0	51.4	51.4	
55.4	58.1	59.5	62.2	59.5	56.8	56.8	60.8	63.5	62.2	60.8	62.2	63.5	59.5	56.8	55.4	50.0	48.6	48.6	50.0	50.0	
54.1	56.8	55.4	58.1	55.4	55.4	55.4	59.5	62.2	60.8	59.5	60.8	62.2	58.1	55.4	54.1	48.6	47.3	47.3	48.6	48.6	
52.7	55.4	54.1	56.8	54.1	54.1	54.1	58.1	58.1	56.8	52.7	54.1	55.4	51.4	48.6	47.3	44.6	43.2	43.2	47.3	47.3	
54.1	56.8	55.4	58.1	55.4	55.4	55.4	56.8	56.8	55.4	51.4	52.7	54.1	50.0	47.3	45.9	43.2	41.9	41.9	45.9	45.9	
54.1	54.1	52.7	55.4	52.7	52.7	52.7	54.1	54.1	52.7	48.6	50.0	51.4	50.0	47.3	45.9	45.9	44.6	44.6	48.6	48.6	
54.1	51.4	50.0	50.0	52.7	52.7	52.7	54.1	54.1	52.7	51.4	50.0	51.4	55.4	52.7	54.1	54.1	58.1	52.7	54.1	54.1	
54.1	51.4	50.0	50.0	52.7	52.7	52.7	54.1	54.1	52.7	51.4	50.0	51.4	55.4	52.7	54.1	54.1	58.1	52.7	54.1	54.1	
56.8	54.1	52.7	52.7	55.4	55.4	55.4	56.8	56.8	55.4	54.1	52.7	54.1	58.1	55.4	56.8	56.8	58.1	52.7	56.8	56.8	
62.2	59.5	58.1	52.7	55.4	55.4	54.1	54.1	54.1	55.4	54.1	52.7	54.1	58.1	58.1	59.5	59.5	60.8	55.4	56.8	56.8	
63.5	60.8	59.5	54.1	56.8	54.1	54.1	52.7	52.7	54.1	52.7	51.4	52.7	56.8	56.8	58.1	60.8	62.2	56.8	58.1	58.1	
62.2	59.5	58.1	55.4	58.1	55.4	55.4	54.1	54.1	55.4	54.1	52.7	54.1	58.1	58.1	59.5	59.5	60.8	55.4	56.8	56.8	
64.9	62.2	60.8	58.1	60.8	58.1	58.1	56.8	54.1	55.4	54.1	52.7	54.1	58.1	58.1	59.5	59.5	60.8	55.4	56.8	56.8	
64.9	62.2	60.8	58.1	60.8	58.1	58.1	56.8	54.1	55.4	54.1	52.7	54.1	58.1	58.1	56.8	56.8	55.4	50.0	51.4	51.4	
64.9	62.2	60.8	58.1	60.8	58.1	58.1	56.8	54.1	55.4	54.1	52.7	54.1	58.1	58.1	56.8	56.8	52.7	47.3	48.6	48.6	
63.5	63.5	62.2	59.5	62.2	59.5	59.5	58.1	55.4	56.8	52.7	51.4	52.7	56.8	56.8	55.4	55.4	51.4	45.9	47.3	47.3	
63.5	63.5	62.2	59.5	62.2	59.5	59.5	58.1	55.4	56.8	52.7	51.4	52.7	56.8	56.8	55.4	55.4	51.4	45.9	47.3	47.3	
62.2	62.2	60.8	58.1	60.8	58.1	58.1	56.8	54.1	55.4	51.4	50.0	51.4	55.4	55.4	54.1	54.1	50.0	44.6	45.9	45.9	
62.2	62.2	60.8	58.1	60.8	58.1	58.1	56.8	54.1	55.4	51.4	50.0	51.4	55.4	55.4	54.1	54.1	50.0	44.6	45.9	45.9	
62.2	62.2	60.8	58.1	60.8	58.1	58.1	56.8	54.1	55.4	51.4	50.0	51.4	55.4	55.4	54.1	54.1	50.0	44.6	45.9	45.9	
63.5	60.8	59.5	56.8	59.5	56.8	56.8	55.4	52.7	54.1	52.7	51.4	52.7	56.8	56.8	55.4	55.4	51.4	45.9	47.3	47.3	
62.2	59.5	58.1	55.4	58.1	55.4	54.1	54.1	54.1	55.4	54.1	52.7	54.1	55.4	55.4	54.1	54.1	52.7	47.3	48.6	48.6	
58.1	55.4	59.5	56.8	59.5	56.8	59.5	58.1	58.1	59.5	58.1	56.8	58.1	59.5	59.5	58.1	55.4	54.1	51.4	52.7	52.7	
56.8	54.1	60.8	58.1	60.8	58.1	60.8	62.2	62.2	63.5	62.2	60.8	62.2	63.5	63.5	62.2	59.5	55.4	50.0	51.4	51.4	
59.5	56.8	63.5	60.8	63.5	60.8	63.5	62.2	62.2	63.5	62.2	60.8	62.2	63.5	66.2	64.9	67.6	60.8	58.1	59.5	59.5	
58.1	55.4	62.2	59.5	62.2	59.5	62.2	60.8	60.8	62.2	60.8	59.5	60.8	62.2	64.9	63.5	66.2	59.5	56.8	58.1	58.1	
58.1	60.8	59.5	62.2	59.5	64.9	62.2	58.1	58.1	56.8	58.1	56.8	58.1	56.8	54.1	55.4	52.7	51.4	51.4	52.7	52.7	
58.1	60.8	59.5	62.2	59.5	64.9	62.2	58.1	58.1	56.8	58.1	56.8	58.1	56.8	54.1	55.4	52.7	51.4	51.4	52.7	52.7	
55.4	58.1	56.8	59.5	56.8	62.2	59.5	55.4	55.4	54.1	55.4	54.1	55.4	54.1	51.4	52.7	50.0	48.6	54.1	55.4	55.4	
55.4	58.1	62.2	64.9	62.2	67.6	64.9	63.5	63.5	62.2	63.5	62.2	63.5	62.2	59.5	60.8	58.1	54.1	51.4	55.4	55.4	
54.1	56.8	58.1	60.8	60.8	66.2	63.5	62.2	62.2	60.8	59.5	60.8	62.2	60.8	58.1	56.8	54.1	52.7	47.3	48.6	48.6	
51.4	54.1	55.4	58.1	58.1	63.5	63.5	62.2	59.5	58.1	56.8	58.1	56.8	55.4	52.7	51.4	48.6	50.0	47.3	48.6	48.6	
50.0	52.7	54.1	56.8	56.8	62.2	62.2	60.8	58.1	56.8	55.4	56.8	55.4	54.1	51.4	50.0	47.3	48.6	45.9	47.3	47.3	
52.7	55.4	54.1	54.1	54.1	56.8	56.8	55.4	52.7	51.4	50.0	51.4	50.0	48.6	48.6	47.3	44.6	45.9	45.9	47.3	47.3	
50.0	52.7	54.1	54.1	54.1	56.8	56.8	55.4	52.7	51.4	50.0	51.4	50.0	48.6	48.6	50.0	47.3	48.6	50.0	50.0	50.0	
51.4	54.1	52.7	52.7	52.7	55.4	55.4	54.1	51.4	50.0	48.6	50.0	48.6	47.3	47.3	48.6	45.9	47.3	47.3	48.6	48.6	
51.4	54.1	52.7	52.7	52.7	55.4	55.4	54.1	51.4	50.0	48.6	50.0	48.6	47.3	47.3	48.6	45.9	47.3	47.3	48.6	48.6	
51.4	54.1	52.7	52.7	52.7	55.4	55.4	54.1	51.4	50.0	48.6	50.0	48.6	47.3	47.3	48.6	45.9	47.3	47.3	48.6	48.6	
48.6	51.4	52.7	52.7	52.7	55.4	55.4	54.1	51.4	50.0	48.6	50.0	48.6	47.3	47.3	48.6	45.9	47.3	47.3	48.6	48.6	
51.4	54.1	55.4	55.4	55.4	58.1	58.1	56.8	54.1	52.7	51.4	52.7	51.4	50.0	50.0	51.4	48.6	50.0	50.0	51.4	51.4	
50.0	52.7	51.4	54.1	56.8	59.5	59.5	58.1	55.4	54.1	52.7	54.1	52.7	48.6	48.6	47.3	47.3	45.9	45.9	47.3	47.3	
51.4	51.4	50.0	52.7	55.4	58.1	55.4	54.1	54.1	54.1	52.7	56.8	58.1	56.8	55.4	54.1	54.1	55.4	50.0	51.4	51.4	
50.0	50.0	48.6	54.1	56.8	59.5	56.8	55.4	54.1	58.1	59.5	58.1	56.8	58.1	54.1	55.4	52.7	51.4	45.9	47.3	47.3	
51.4	51.4	50.0	55.4	58.1	60.8	58.1	56.8	56.8	55.4	56.8	58.1	56.8	55.4	52.7	54.1	51.4	50.0	44.6	45.9	45.9	
54.1	56.8	50.0	55.4	55.4	52.7	52.7	51.4	54.1	52.7	54.1	55.4	56.8	52.7	52.7	51.4	48.6	50.0	50.0	51.4	51.4	
52.7	55.4	56.8	59.5	56.8	56.8	56.8	55.4	58.1	56.8	58.1	59.5	60.8	56.8	59.5	58.1	55.4	56.8	54.1	55.4	55.4	
51.4	54.1	52.7	55.4	55.4	55.4	54.1	54.1	54.1	52.7	54.1	55.4	56.8	55.4	58.1	56.8	54.1	55.4	52.7	54.1	54.1	
48.6	51.4	50.0	47.3	44.6	41.9	41.9	40.5	40.5	41.9	43.2	44.6	45.9	44.6	47.3	48.6	48.6	52.7	51.4	51.4	51.4	
47.3	50																				

X

1	2	3	4	5	6	7	8	9	10	11	12	13	14	15	16	17	18	19	20
0.02	0.04	0.02	0.05	0.05	0.06	0.06	0.01	0.02	0.02	0.03	0.01	0.05	0.04	0.07	0.01	0.08	0.04	0.03	0.03
50.0	48.6	47.3	44.6	44.6	43.2	41.9	43.2	39.2	41.9	39.2	40.5	45.9	44.6	50.0	52.7	48.6	50.0	48.6	48.6
51.4	50.0	48.6	45.9	45.9	44.6	43.2	44.6	40.5	43.2	40.5	41.9	47.3	45.9	51.4	54.1	50.0	51.4	50.0	50.0
47.1	45.7	47.1	44.3	44.3	42.9	41.4	45.7	41.4	44.3	41.4	42.9	45.7	44.3	45.7	41.4	42.9	41.4	41.4	41.4
39.2	37.8	39.2	39.2	39.2	37.8	36.5	43.2	39.2	41.9	41.9	40.5	45.9	44.6	44.6	50.0	48.6	52.7	51.4	51.4
44.6	43.2	44.6	44.6	44.6	43.2	41.9	45.9	41.9	47.3	44.6	43.2	45.9	44.6	44.6	47.3	45.9	50.0	48.6	51.4
50.0	48.6	50.0	50.0	47.3	45.9	44.6	45.9	41.9	47.3	44.6	43.2	45.9	44.6	47.3	41.9	41.9	40.5	47.3	45.9
50.0	48.6	50.0	50.0	47.3	45.9	44.6	45.9	41.9	47.3	44.6	43.2	45.9	44.6	47.3	41.9	41.9	40.5	47.3	45.9
48.6	47.3	48.6	48.6	45.9	44.6	43.2	44.6	40.5	45.9	43.2	41.9	41.9	37.8	40.5	40.5	39.2	45.9	44.6	47.3
47.3	45.9	47.3	47.3	44.6	43.2	41.9	43.2	39.2	44.6	41.9	40.5	40.5	36.5	39.2	39.2	37.8	47.3	45.9	48.6
47.3	45.9	47.3	47.3	44.6	43.2	41.9	43.2	39.2	44.6	41.9	40.5	40.5	36.5	39.2	39.2	37.8	47.3	45.9	48.6
47.3	45.9	47.3	47.3	44.6	43.2	41.9	43.2	39.2	44.6	41.9	40.5	40.5	36.5	39.2	39.2	37.8	47.3	45.9	48.6
48.6	47.3	48.6	48.6	45.9	44.6	43.2	44.6	40.5	45.9	43.2	41.9	41.9	37.8	40.5	40.5	39.2	45.9	44.6	47.3
44.6	43.2	44.6	44.6	41.9	40.5	39.2	40.5	41.9	44.6	44.6	43.2	43.2	39.2	44.6	47.3	43.2	52.7	54.1	56.8
44.6	43.2	44.6	44.6	41.9	40.5	39.2	40.5	41.9	44.6	44.6	43.2	43.2	39.2	44.6	47.3	43.2	52.7	54.1	56.8
40.5	39.2	40.5	40.5	37.8	36.5	35.1	39.2	40.5	43.2	43.2	44.6	44.6	40.5	45.9	51.4	47.3	54.1	58.1	58.1
41.9	40.5	41.9	41.9	39.2	37.8	36.5	40.5	41.9	44.6	44.6	45.9	45.9	41.9	47.3	52.7	48.6	55.4	59.5	59.5
43.2	41.9	43.2	43.2	40.5	39.2	37.8	41.9	43.2	45.9	45.9	47.3	47.3	43.2	48.6	51.4	47.3	51.4	55.4	55.4
44.6	43.2	44.6	44.6	41.9	40.5	39.2	43.2	44.6	44.6	44.6	45.9	45.9	41.9	44.6	47.3	45.9	50.0	54.1	54.1
45.9	44.6	45.9	45.9	43.2	41.9	40.5	41.9	43.2	43.2	43.2	44.6	44.6	40.5	43.2	45.9	44.6	48.6	52.7	52.7
45.9	44.6	45.9	45.9	43.2	41.9	40.5	44.6	45.9	45.9	45.9	44.6	44.6	40.5	43.2	48.6	47.3	48.6	52.7	52.7
56.8	58.1	54.1	54.1	56.8	58.1	59.5	55.4	54.1	54.1	54.1	52.7	50.0	48.6	45.9	45.9	52.7	56.8	52.7	50.0
56.8	58.1	54.1	54.1	56.8	58.1	59.5	55.4	54.1	54.1	54.1	52.7	50.0	48.6	45.9	45.9	52.7	56.8	52.7	50.0
56.8	58.1	54.1	54.1	56.8	58.1	59.5	55.4	54.1	54.1	54.1	52.7	50.0	48.6	45.9	45.9	55.4	59.5	55.4	52.7
54.1	55.4	51.4	51.4	54.1	55.4	56.8	50.0	51.4	54.1	54.1	55.4	58.1	56.8	54.1	51.4	60.8	64.9	60.8	58.1
55.4	56.8	52.7	52.7	55.4	56.8	58.1	51.4	55.4	58.1	55.4	58.1	59.5	58.1	58.1	55.4	64.9	66.2	64.9	62.2
59.5	60.8	56.8	56.8	59.5	60.8	62.2	55.4	59.5	59.5	56.8	60.8	60.8	59.5	59.5	59.5	66.2	64.9	63.5	63.5
59.5	60.8	56.8	54.1	56.8	58.1	59.5	52.7	56.8	56.8	54.1	58.1	58.1	56.8	56.8	56.8	63.5	62.2	60.8	60.8
56.8	58.1	54.1	54.1	56.8	58.1	59.5	55.4	59.5	59.5	56.8	60.8	60.8	56.8	62.2	62.2	68.9	67.6	66.2	66.2
56.8	58.1	54.1	54.1	56.8	58.1	59.5	58.1	62.2	59.5	56.8	60.8	63.5	59.5	64.9	64.9	71.6	67.6	66.2	66.2
58.1	59.5	55.4	55.4	56.8	58.1	59.5	59.5	60.8	58.1	55.4	59.5	62.2	58.1	63.5	63.5	70.3	66.2	64.9	64.9
58.1	59.5	55.4	55.4	56.8	58.1	59.5	60.8	58.1	55.4	59.5	62.2	58.1	63.5	63.5	63.5	70.3	66.2	64.9	64.9
56.8	58.1	54.1	54.1	54.1	55.4	56.8	58.1	59.5	56.8	54.1	58.1	63.5	59.5	62.2	62.2	68.9	67.6	66.2	66.2
56.8	58.1	54.1	54.1	54.1	55.4	56.8	58.1	59.5	56.8	54.1	58.1	63.5	59.5	62.2	62.2	68.9	67.6	66.2	66.2
56.8	58.1	54.1	54.1	54.1	55.4	56.8	58.1	59.5	56.8	54.1	58.1	63.5	59.5	62.2	62.2	68.9	67.6	66.2	66.2
55.4	56.8	52.7	52.7	55.4	56.8	58.1	56.8	60.8	58.1	55.4	59.5	64.9	60.8	63.5	63.5	70.3	68.9	67.6	67.6
56.8	58.1	54.1	54.1	56.8	58.1	59.5	60.8	64.9	64.9	62.2	59.5	63.5	68.9	64.9	64.9	71.6	70.3	68.9	68.9
50.0	48.6	50.0	52.7	55.4	54.1	55.4	56.8	60.8	58.1	55.4	59.5	59.5	55.4	58.1	58.1	64.9	66.2	64.9	64.9
48.6	47.3	48.6	51.4	54.1	52.7	54.1	58.1	62.2	62.2	59.5	63.5	66.2	62.2	64.9	62.2	68.9	67.6	68.9	68.9
45.9	44.6	48.6	48.6	51.4	50.0	48.6	55.4	54.1	56.8	56.8	58.1	58.1	56.8	59.5	62.2	63.5	62.2	66.2	66.2
44.6	43.2	47.3	47.3	50.0	48.6	47.3	54.1	52.7	55.4	55.4	56.8	59.5	58.1	58.1	60.8	62.2	63.5	67.6	67.6
66.2	67.6	60.8	58.1	55.4	56.8	58.1	56.8	52.7	47.3	44.6	43.2	43.2	41.9	47.3	50.0	43.2	39.2	35.1	32.4
66.2	67.6	60.8	58.1	55.4	56.8	58.1	56.8	52.7	47.3	44.6	43.2	43.2	41.9	47.3	50.0	43.2	39.2	35.1	32.4
60.8	62.2	55.4	52.7	50.0	51.4	52.7	51.4	47.3	41.9	39.2	37.8	40.5	39.2	44.6	47.3	43.2	41.9	37.8	35.1
58.1	56.8	52.7	50.0	47.3	45.9	47.3	48.6	44.6	39.2	39.2	37.8	43.2	44.6	47.3	50.0	43.2	36.5	37.8	35.1
64.9	63.5	62.2	59.5	56.8	55.4	56.8	55.4	51.4	48.6	45.9	44.6	44.6	45.9	48.6	51.4	44.6	43.2	44.6	41.9
64.9	63.5	62.2	59.5	56.8	55.4	56.8	55.4	51.4	48.6	45.9	44.6	44.6	48.6	48.6	48.6	41.9	43.2	44.6	41.9
66.2	64.9	60.8	58.1	55.4	54.1	55.4	54.1	50.0	47.3	44.6	43.2	43.2	47.3	47.3	47.3	40.5	41.9	43.2	40.5
60.8	59.5	55.4	52.7	50.0	48.6	50.0	48.6	44.6	41.9	39.2	40.5	43.2	47.3	47.3	47.3	40.5	41.9	43.2	40.5
63.5	62.2	58.1	55.4	52.7	51.4	52.7	48.6	44.6	41.9	39.2	40.5	43.2	47.3	47.3	47.3	40.5	41.9	43.2	40.5
62.2	60.8	56.8	54.1	51.4	50.0	51.4	47.3	43.2	40.5	37.8	39.2	41.9	45.9	45.9	45.9	39.2	40.5	41.9	39.2
62.2	60.8	56.8	54.1	51.4	50.0	51.4	47.3	43.2	40.5	37.8	39.2	41.9	45.9	45.9	45.9	39.2	40.5	41.9	39.2
62.2	60.8	56.8	54.1	51.4	50.0	51.4	47.3	43.2	40.5	37.8	39.2	41.9	45.9	45.9	45.9	39.2	40.5	41.9	39.2
62.2	60.8	56.8	54.1	51.4	50.0	51.4	47.3	43.2	40.5	37.8	39.2	41.9	45.9	45.9	45.9	39.2	40.5	41.9	39.2
62.2	60.8	56.8	54.1	51.4	50.0	51.4	47.3	43.2	40.5	37.8	39.2	41.9	45.9	45.9	45.9	39.2	40.5	41.9	39.2
62.2	60.8	56.8	54.1	51.4	50.0	51.4	47.3	43.2	40.5	37.8	39.2	41.9	45.9	45.9	45.9	39.2	40.5	41.9	39.2
51.4	50.0	48.6	48.6	51.4	50.0	51.4	50.0	48.6	45.9	45.9	47.3	52.7	54.1	51.4	56.8	50.0	48.6	50.0	50.0
55.4	54.1	52.7	52.7	55.4	54.1	55.4	51.4	50.0	47.3	47.3	51.4	51.4	52.7	50.0	52.7	45.9	44.6	45.9	45.9
54.1	52.7	54.1	54.1	56.8	55.4	56.8	52.7	51.4	48.6	48.6	52.7	52.7	54.1	51.4	54.1	47.3	45.9	47.3	47.3
51.4	52.7	51.4	54.1	54.1	55.4	54.1	55.4	51.4	51.4	56.8	58.1	52.7	54.1	51.4	56.8	50.0	48.6	52.7	52.7
50.0	51.4	47.3	50.0	47.3	48.6	50.0	48.6	44.6	41.9	47.3	48.6	51.4	52.7	52.7	54.1	47.3	51.4	55.4	56.8
54.1	55.4	54.1	56.8	54.1	55.4	56.8	52.7	48.6	48.6	51.4	52.7	52.7	54.1	54.1	54.1	47.3	51.4	52.7	55.4
48.6	50.0	48.6	51.4	48.6	50.0	48.6	41.9	43.2	45.9	51.4	52.7	52.7	54.1	54.1	54.1	47.3	51.4	55.4	55.4
55.4	56.8	58.1	60.8	58.1	59.5	58.1	51.4	52.7	55.4	52.7	54.1	54.1	52.7	52.7	52.7	48.6	52.7	51.4	51.4
56.8	58.1	59.5	62.2	59.5	60.8	59.5	52.7	54.1	56.8	54.1	55.4	55.4	54.1	54.1	54.1	50.0	51.4	50.0	50.0
56.8	58.1	59.5	62.2	59.5	60.8	59.5	52.7	54.1	56.8	54.1	55.4	55.4	54.1	54.1	54.1	50.0	51.4	50.0	50.0
54.1	55.4	56.8	59.5	56.8

# Supplementary material for: Mapping Determinants of Gene Expression Plasticity by Genetical Genomics in C. elegans
**Source:** PLoS Genet. 2006 Dec 29;2(12):e222. doi: 10.1371/journal.pgen.0020222
**Supplement:** Table S4 — (17 KB PDF)

genes WITH<br>cis_QTL at transband	gene WITH annotation		gene WITHOUT annotation	
	Num=18	F36D3.2<br>F09C6.9<br>C29F3.6<br>T06E6.3<br>W08G11.4<br>F08E10.3<br>F11A5.12<br>F21H7.4<br>K06B4.4<br>F26D2.10<br>T10H4.11<br>Y102A5B.3<br>T09F5.9<br>Y102A5C.17<br>Y102A5C.16<br>T27C5.7<br>F57A10.2<br>R12G8.2	Num=25	C47E8.8<br>W06A7.5<br>T09F5.11<br>C29F3.7<br>T26H5.4<br>K06B4.3<br>Y6E2A.8<br>T06C12.10<br>F35E8.11<br>F44G3.10<br>F21H7.1<br>T13F3.6<br>F57E7.1<br>Y102A5C.1<br>Y102A5C.3<br>ZK218.4<br>ZK218.8<br>T19C9.8<br>F47H4.9<br>F47H4.10<br>F47H4.2<br>Y20C6A.1<br>C38D9.9<br>Y6G8.2<br>F59A1.8
gene with cis-Interaction<br>effect at transband		/		Y75B12B.3
gene with both cis-QTL<br>and cis-Interaction		/		T09F5.10
gene without statistically<br>significant QTL or<br>Interaction effect<br>at transband	Num=451	Y49A3A.5<br>F56A12.1<br>F56A12.2<br>C15H11.1<br>C15H11.2<br>C15H11.3<br>C15H11.6<br>C15H11.5<br>C15H11.4<br>C15H11.7<br>C15H11.8<br>C15H11.9<br>F23B12.1<br>F23B12.5<br>F23B12.6<br>F23B12.7<br>F23B12.8<br>F08H9.1	Num=323	Y49A3A.3<br>Y49A3A.4<br>F23B12.9<br>F23B12.3<br>F23B12.4<br>F08H9.2<br>F08H9.3<br>F08H9.4<br>R02D5.7<br>R02D5.3<br>R02D5.4<br>R02D5.1<br>R02D5.6<br>C53A5.13<br>C53A5.8<br>C53A5.10<br>R11H6.4<br>F43D2.4

How the deposited data were processed for this re-analysis (not part of the article)

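The data are log ratios from 80 two-colour oligonucleotide arrays, 40 with worms raised at 16 °C and 40 with worms raised at 24 °C, each array comparing 2 recombinant inbred strains of the N2 by CB4856 cross at the L3 stage. The authors deposited 1 normalized log ratio per probe and array, read here as log2, for 23232 probes with no missing value. The submitters' processing notes name limma without a version. The steps, the base of the log and the dye in the numerator are not described, and the values were read as log2 because limma works in that base. The median absolute ratio was 0.59 in every array at 16 °C and 0.66 in every array at 24 °C, which shows a scaling between arrays within each temperature, and the medians of the arrays lay between -0.02 and 0.04. The direction of the ratio is unknown, and so is any centring done before the scaling. Single intensities and background values are not in the table, so the signal over background is unknown and the number of arrays limits the precision.

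Strain pairs with the same strains on the same dyes in the labels of both temperatures were matched, which gave 39 pairs. The labels name 78 strains at 16 °C and 77 at 24 °C. The genotype table could be read only in part, so the marker regression behind the eQTL and pQTL counts and the sign of the allele effects was not repeated, nor was the effect of temperature on expression levels, which ratios within a temperature do not hold. Gene names come from the platform's table of probes, which gives 1 gene for 17447 probes and none for 5785, and 17358 were joined by gene identifier to the annotation of assembly WBcel235. The build behind the study's map positions is not named for the transcripts, and no positions are printed.

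From the ratios, the following were computed. Repeatable strain differences are probes with a positive Pearson r across pairs between the ratio at 16 °C and at 24 °C. Differences in spread were tested with the Pitman-Morgan test. The cis score is the first principal component of the standardised ratios of the 43 genes that Table S4 lists with a cis-QTL at the transband, and a ratio at one temperature was tested against the score of the other. The local scores were built in the same way, from at least 5 repeatable probes in windows of 2 Mb for the scan. For single probes they came from at least 3 repeatable neighbours within 2 Mb. In the scan, distant means more than 5 Mb away or on another chromosome. For the cis score, distant probes lie outside Table S4 and are not known to lie on chromosome V within 5 Mb of its genes. Probes without a position count among these, since 14959 of the 20833 tested and 328 of the 388 related at 24 °C have one. Tests over probes used the two-sided p of r with Benjamini-Hochberg adjustment at 0.05. Single relations used two-sided permutation tests with 100000 resamples, 10000 for the partial correlations, and differences between temperatures were tested by swapping the temperatures within strain pairs. Gene lists, defined by symbol prefix, were tested with Fisher's exact test over 20 lists. These are FMRFamide-like neuropeptides, other neuropeptides and insulins, chemoreceptor GPCRs, F-box, MATH and BTB, C-type lectins, nuclear hormone receptors, UDP-glucuronosyltransferases, cytochrome P450, glutathione S-transferases, heat shock, collagens, sperm, vitellogenins, ribosomal proteins, histones, lysozymes and antimicrobial genes, neurotransmitter-gated channels, proteasome and germline.

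The genes named in the text follow a rule. It takes every gene the paper names that has a probe, the 10 repeatable probes with 1 gene name and the largest geometric mean of the SDs at 16 °C and 24 °C, the 5 probes past the threshold with the largest spread ratio each way, the 10 distant probes with the largest absolute r with the cis score at 24 °C and the 5 at 16 °C, where none passed, the 3 members with the largest r of each list past its test, and the 5 cis-QTL genes of Table S4 with the largest r. A gene with several probes is given by the probe with the most values, and by all of them where they disagree in call. Genes outside the rule are marked where they are named.

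The alternatives were scaling of every array, a threshold of 0.01, leaving out the 5 pairs with a recurring strain, removal of the first 2 principal components at each temperature, leaving out the pair with the largest spread, ranks in place of ratios, the moderated F-test of limma, scaling per temperature, other forms of the cis score and windows of 1 Mb and 4 Mb. The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and R 4.3.3 with limma 3.58.1.

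The scripts were tested on simulated data with the size of the real table. Apart from the relations put in, probes and arrays were drawn independently, without the shared variation or the recurring strains of the real data. The false calls below therefore do not measure those in the real data. Of 200 probes made with a true correlation of 0.5 between the temperatures 28.0% were called, and 95.5% with a true correlation of 0.7, with 0 and 6 false calls among 23232 probes. Of 200 probes with a true spread ratio of 1.5, 1.0% were called, and 66.5% with a true ratio of 2.0. Of 200 distant probes made to follow the cis score at 24 °C with a true correlation of 0.5 and 0.7, 15.5% and 99.5% were called among 20833, with 0 calls at 16 °C. Of 200 probes with a true correlation of 0.7, the F-test of limma called 22%.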

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

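The random re-pairings, the swaps of temperature applied to the counts of probes and the tests on the sperm and vitellogenin score and the neuropeptide score were chosen as tests only after the result was seen. Each value in this part is listed because the same strain comparison came out differently at 16 °C and 24 °C in a test of the difference itself.

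At 24 °C, 388 more distant probes than at 16 °C were related to the cis score of the transband. Over all 39 pairs this difference was larger than in any of 99 random swaps of the temperatures within strain pairs, which gave at most 124. The count at 24 °C was above that of random pairings of score and arrays, which gave at most 6. These tests take the pairs as independent, although some share a strain, so that they cannot settle the role of chance. Without the 5 pairs of recurring strains the count was 0 at both temperatures, and without WN9/WN62 alone it was 5 at 24 °C, within the range of the random pairings. The count of 0 at 16 °C over all pairs says nothing here, since any of the 100 pairings reaches it by construction (highest 1). The mean absolute r among flp-9, C17H11.1, C48C5.1, C24B5.1 and K10C8.2 was higher by 0.283 at 24 °C. The study chose these 5 genes, Y75B12B.3 and T09F5.10 on the same arrays, mostly for an effect at 24 °C or an interaction, so that their differences were built into that choice and are no separate finding. The r with the cis score, 24 °C minus 16 °C, was -0.742 for flp-9, -0.779 for sphr-1, -0.718 for frpr-15, -0.546 for Y75B12B.3, -0.539 for flp-18, -0.567 for flp-21 and -0.853 for npr-1. It was 0.525, 0.517 and 0.545 for the probes of T09F5.10 and -0.607 for the mean ratio of the neuropeptide genes.

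The scale of the arrays stays open as a cause of the relation at 24 °C alone. Centring and scaling every array gave 396 distant probes, but the arrays of a temperature already had the same median absolute ratio, so that this step could hardly move a correlation and decides nothing. Covariation of many probes across the 24 °C arrays without a genetic cause may still be a source. With the first 2 principal components removed, 0 probes were related, but the first component at 24 °C has an absolute r of 0.549 with the cis score and of 0.843 with the sperm and vitellogenin score. Its removal takes out a part of both, and the explanations cannot be told apart. The pair WN3/WN22 cannot carry all of it, with 202 related probes left without the pair, but its part stays open because other single pairs move the count as far. Larval timing that differs between the alleles at 24 °C is a biological candidate explanation, and it cannot be told apart from a direct effect of the locus. Given the sperm and vitellogenin score, which the locus may itself move, 1 of 376 probes was left. At an unadjusted p under 0.05 there were 1557 given that score, against 3735 without it, where independent probes would give 1038. Random pairings were not run given that score. Without that score they reached 2553 at 24 °C, which is not the range for counts given it. The 1557 therefore do not decide whether an effect of the locus remains.

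The spread between strains differed between the temperatures for 2119 probes. The total count was larger than in any of 99 swaps of the temperatures within pairs, which gave at most 1364. Why swaps call so many was not tested, and many single calls may not reflect a difference. The excess on the side of 24 °C may come from the scale that the authors set per temperature, since the count wider at 24 °C over the count wider at 16 °C was 0.912 once each temperature was divided by the median SD of its probes. Extreme ratios on a few arrays stay open as a part of it, since 316 probes were wider at 24 °C with ranks. With the scale of each temperature removed in this way, 850 probes were wider at 24 °C and 932 at 16 °C. Swaps of the temperatures were not run on these scaled ratios, so that these counts do not show differences beyond the scale.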

How the results depend on the processing

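The settings with WN3/WN22 or 4 pairs left out or turned, the scan without recurring strains, the single pairs left out and the labels over repeatable probes were chosen as tests only after the result was seen. The other settings were written down before the data were examined. The cause of each change was not tested unless stated.

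With every array centred and scaled, 605 probes were wider at 24 °C and 1339 at 16 °C, with ranks 316 and 59, and with ratios scaled per temperature 850 were wider at 24 °C. At an adjusted p under 0.01, which can only lower a count, there were 152 repeatable probes, 2 with a negative correlation, 572 and 311 probes wider at 24 °C and at 16 °C, 2 distant probes at 24 °C and 0 gene lists past the test for the cis score. Without the pairs of recurring strains, 2 of the 5 named transband genes and 0 distant probes were related at 24 °C, and the scan at 24 °C gave at most 11 in a window with cis-QTL genes and 13 in another. With 2 components removed, 134 probes were repeatable, 0 named genes and 0 distant probes were related at 24 °C, the coherence difference was 0.0663 (p = 0.34), and the r of C17H11.1 and K10C8.2 with the cis score turned to 0.0464 and 0.0728. The scan then had at most 4 distant probes in other windows at 16 °C and no window with cis-QTL genes, so that it gave no value there.

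Without WN58/WN38, the most spread pair, 3 named genes and 187 distant probes were related. With ranks the coherence at 16 °C was 0.186 (p = 0.042) and 1 named gene was related at 16 °C, K10C8.2. With the cis score from the same arrays, 2 named genes, 61 distant probes at 24 °C and 3 at 16 °C were related, and with the annotated genes alone 234 at 24 °C. Windows of 1 Mb gave 44 in the scan, and with windows of 4 Mb 0.995% followed the other score. Without WN3/WN22, 202 distant probes were left, and with its sign turned at 24 °C 62, with 3 named genes. Without the 4 pairs of lowest r over the repeatable probes, 158 were left and 3 probes had a negative correlation. These pairs are WN3/WN22, WN60/WN77, WN68/WN37 and WN46/WN69. Over repeatable probes 32 arrays matched their own pair, against 12 over all probes.

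With single pairs left out, the distant count at 24 °C ran from 5 to 1209 and stayed at 0 at 16 °C. It moved by more than 1.5 times without WN9/WN62 (5), WN38/WN47 (33), WN76/WN59 (144), WN24/WN49 (153), WN1/WN80 (183), WN58/WN38 (187), WN67/WN26 (194), WN4/WN73 (196), WN3/WN22 (202), WN61/WN39 (208), WN2/WN52 (233), WN31/WN44 (702) and WN19/WN55 (1209). Of the values for counts and comparisons, 107 stayed on the same side or within 1.5 times, 34 moved, 1 became weaker and 1 stronger. Among those of single genes and lists 137 stayed, 16 became weaker, 6 moved, 1 became stronger and 2 reversed. Leaving out probes with missing values changed nothing, since none were missing.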

Differences from the paper's values

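Transcripts with a strain difference at both temperatures were 242 here, counted as probes with a positive correlation across 39 strain pairs, against the paper's 42. The measures differ, since the paper counts eQTLs from marker regression at its own threshold and the count here uses no genotypes and an adjusted p under 0.05. All alternatives set before the data were examined differ from the paper's value too, with 242 for arrays centred and scaled, 152 at an adjusted p under 0.01, 163 without pairs of recurring strains, 134 with 2 components removed, 219 without the most spread pair, 267 with ranks and 328 with the F-test of limma.

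Distant probes related to the transband at 24 °C were 388 here, against the paper's 66 genes. The paper's count comes from linkage at its own threshold, and the count here from a correlation with the cis score at an adjusted p under 0.05. With the cis score from the same arrays, 2 of the 5 named transband genes passed at 24 °C and 3 distant probes at 16 °C. Of the alternatives set before the data were examined, this score gave 61 at 24 °C, which does not differ. The others differ, with 396 for arrays centred and scaled, 2 at an adjusted p under 0.01, 0 without pairs of recurring strains, 0 with 2 components removed, 187 without the most spread pair, 314 with ranks, 526 with a sign-aligned mean, 234 with the annotated genes and 332 with the unannotated genes. Turning the sign of WN3/WN22 at 24 °C, chosen after seeing the values, gave 62, and it drops 2 of the 5 transband genes that the paper names.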

Other observations

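At 24 °C, neuropeptide transcripts ran against the cis score of the transband, and the mean ratio of sperm and vitellogenin genes ran with it. Neuropeptide genes such as nlp-8 (r = -0.604 with the cis score, rho = -0.624), nlp-71 (r = -0.588, rho = -0.618) and flp-27 (r = -0.573, rho = -0.578) ran against the score. Of the sperm probes, 3 of 66 were related to it over all probes and 36 when adjusted over the list alone, with a median r of 0.381, and of the vitellogenin probes 2 of 11 and 10, with a median r of 0.441. Neither list passed Fisher's exact test (adjusted p = 0.35 and 0.092).

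The tests on sperm and vitellogenin genes, on lectins and on the sign of WN3/WN22, and the re-pairings, were chosen as tests only after the result was seen. Oocyte yolk and sperm transcripts rise as larvae approach adulthood, so that a candidate explanation is a locus that shifts the pace of development at 24 °C. The relation of the sperm and vitellogenin mean to the cis score was not shown to differ between the temperatures (difference in r 0.433, permutation p = 0.13). Neuropeptide transcripts may fall where sperm and vitellogenin transcripts rise, whatever the locus. The r of these mean ratios was -0.622 at 24 °C and -0.277 at 16 °C (permutation p = 0.088), which leaves this open.

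Chance can be excluded for the number of repeatable probes, with 242 against at most 3 in 99 random re-pairings of the 24 °C arrays.

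The arrays of WN3/WN22 tended to opposite ratios at 16 °C and 24 °C, with an r of -0.601 over the repeatable probes found without this pair, while the second lowest pair had 0.0152. Over all probes its r was -0.113. The 2 dyes may have been exchanged, or the sign of the ratio turned, on one of its arrays. Its cis scores, -0.835 from the 16 °C array and -0.166 from the 24 °C array, had the same sign, so that this stays open. The tables argue against other strains on one of them, since 0.0643% of the 1555 combinations of arrays without a shared strain had an absolute r as large. No biological explanation was tested, and the labels were kept as given.

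C-type lectin genes, many of them expressed in the intestine and in defence against microbes, gave 34 of 241 probes with a wider spread between strains at 24 °C, where 15.0 were expected. If its probes were independent, a list of this size would be unlikely to pick up as many by chance (Fisher's exact test, adjusted p over lists and directions = 3.9e-04). Lectin probes that vary together across the arrays could pass together, which was not tested. With arrays centred and scaled 23 were wider at 24 °C (6.42 expected), with ratios scaled per temperature 27 (9.08) and with ranks 22 (3.72). The paper does not report this, and it remains a hypothesis.

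The remaining lists did not pass the test either among probes related to the cis score at 24 °C. They gave 2 of 277 for F-box, 4 of 124 for MATH and BTB, 7 of 176 for C-type lectins, 1 of 203 for nuclear hormone receptors, 4 of 48 for UDP-glucuronosyltransferases, 0 of 69 for cytochrome P450, 0 of 45 for glutathione S-transferases, 0 of 15 for heat shock, 0 of 162 for collagens, 0 of 64 for ribosomal proteins, 1 of 20 for histones, 2 of 45 for lysozymes and antimicrobial genes, 0 of 64 for neurotransmitter-gated channels, 0 of 29 for proteasome and 0 of 26 for germline.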
